# A Knockout Screen of ApiAP2 Genes Reveals Networks of Interacting Transcriptional Regulators Controlling the *Plasmodium* Life Cycle

**DOI:** 10.1016/j.chom.2016.12.003

**Published:** 2017-01-11

**Authors:** Katarzyna Modrzynska, Claudia Pfander, Lia Chappell, Lu Yu, Catherine Suarez, Kirsten Dundas, Ana Rita Gomes, David Goulding, Julian C. Rayner, Jyoti Choudhary, Oliver Billker

**Keywords:** ap2-o, ap2-o2, ap2-o3, ap2-o4, ap2-sp, ap2-sp2, ap2-sp3, ap2-l, Apetala 2, oocyst

## Abstract

A family of apicomplexa-specific proteins containing AP2 DNA-binding domains (ApiAP2s) was identified in malaria parasites. This family includes sequence-specific transcription factors that are key regulators of development. However, functions for the majority of ApiAP2 genes remain unknown. Here, a systematic knockout screen in *Plasmodium berghei* identified ten ApiAP2 genes that were essential for mosquito transmission: four were critical for the formation of infectious ookinetes, and three were required for sporogony. We describe non-essential functions for AP2-O and AP2-SP proteins in blood stages, and identify AP2-G2 as a repressor active in both asexual and sexual stages. Comparative transcriptomics across mutants and developmental stages revealed clusters of co-regulated genes with shared *cis* promoter elements, whose expression can be controlled positively or negatively by different ApiAP2 factors. We propose that stage-specific interactions between ApiAP2 proteins on partly overlapping sets of target genes generate the complex transcriptional network that controls the *Plasmodium* life cycle.

## Highlights

• Mutants in 11 of 26 apiAP2 genes reveal gene functions in mosquito transmission
• Co-expression clustering across mutants and stages reveals molecular phenotypes
• Multifunctional apiAP2 genes create complex regulatory networks in *Plasmodium*
• *Ap2-g2* is a transcriptional repressor in both asexual and sexual blood stages

## Introduction

*Plasmodium* parasites are the causative agents of malaria and have evolved complex life cycles to alternate between a vertebrate host and an anopheline mosquito vector. Asexual parasites replicating inside red blood cells (RBCs) are responsible for all disease symptoms, but successful transmission into a new host relies on a much smaller number of sexual blood stages, the gametocytes, which remain dormant until taken up by a female mosquito. In the blood meal male (micro-) and female (macro-) gametes emerge and fertilize. After ∼20 hr, the fertilized zygote transforms into a tetraploid, motile form, the ookinete, which penetrates the midgut wall and fixes itself to the basal lamina, where it turns into an oocyst. Within 2 weeks, the cyst undergoes multiple divisions generating sporozoites, small motile forms that invade the salivary glands, from which they can be transmitted to the next mammalian host. Following one round of replication in parenchymal cells of the liver, the parasites emerge into the bloodstream, thus completing the life cycle.

Stage transitions in the life cycle are accompanied by changes in gene expression, such that the majority of *Plasmodium* genes are only induced in a narrow window (e.g., López-Barragán et al., 2011, Otto et al., 2010, Zhou et al., 2008), reflecting the marked differences in cell morphology, function, and environment. The mechanisms linking gene expression and stage transitions remain poorly understood. In higher eukaryotes, the bulk of expression control happens at the level of transcription initiation and relies on sequence-specific transcription factors, which recognize their binding sequences in a promoter, thereby influencing the recruitment of the transcription preinitiation complex and RNA polymerase. The overall positive correlation between transcription and translation dynamics (Caro et al., 2014) and between mRNA and protein levels at various stages of the life cycle (Foth et al., 2011, Tarun et al., 2008) suggests that the same is likely true for *Plasmodium*. Additionally, some promoters can drive expression of a transgene with an intensity and pattern comparable to their endogenous gene, even when removed from the native genomic context (Janse et al., 2006a, Laurentino et al., 2011, Sebastian et al., 2012). However, a variety of alternative control mechanisms have been described in *Plasmodium*, which at different life cycle stages include changes in nuclear organization, chromatin modifications (Ay et al., 2015), dynamics of RNA degradation (Shock et al., 2007), and posttranscriptional repression (Mair et al., 2006). These are also likely to contribute to both the complexity and flexibility of the gene expression network.

Intriguingly, most sequence-specific transcription factor families found in other eukaryotes seem to be absent from *Plasmodium*. Instead, an expansion of a protein family containing one or more *apetala2* (AP2) DNA-binding domains was observed across the phylum apicomplexa (Balaji et al., 2005). The AP2 domain was originally identified in plants, where it is a defining feature of a major family of AP2/ERF proteins, which control many key aspects of plant biology by acting as repressors or activators of transcription (Licausi et al., 2013). AP2 domain-containing (ApiAP2) proteins are present in all apicomplexa studied so far (Oberstaller et al., 2014), and besides one or more 60 aa AP2 DNA-binding domains, they rarely contain other known functional features. In total, 27 members of this family have been found in the human malaria parasite *Plasmodium falciparum* (although a possible 28th member of the family may be present; Oberstaller et al., 2014). In total, 26 of these have syntenic orthologs in rodent malaria species, each with its unique stage-specific expression profile (Figure S1, available online).

Recombinantly expressed *P. falciparum* AP2 domains bind specifically to a large variety of DNA sequences. Putative binding motifs were identified upstream of the majority of genes, making ApiAP2s the main candidates for generating stage-specific patterns of gene expression (Campbell et al., 2010). So far, six members of this family have been studied functionally in malaria parasites of either humans or rodents. Five were shown to play key roles in parasite progression through the life cycle and were crucial for gametocytogenesis (*ap2-g* and *ap2-g2*; Kafsack et al., 2014, Sinha et al., 2014, Yuda et al., 2015), ookinete development (*ap2-o*; Yuda et al., 2009), sporozoite formation (*ap2-sp*; Yuda et al., 2010), and liver stage maturation (*ap2-l*; Iwanaga et al., 2012). A sixth member of the family (*pfsip2*) was identified as a chromatin tethering protein, with a likely role in telomere biology in *P. falciparum*, and the overexpression of its N-terminal part containing the DNA-binding domains had no effect on gene expression (Flueck et al., 2010). However, the functions of most members of the family remain unknown.

Here we present a systematic knockout (KO) screen targeting the ApiAP2 family in the rodent malaria parasite *Plasmodium berghei*. Phenotyping of eleven viable ApiAP2 KO mutants reveals ten critical gene functions at different points in the life cycle. RNA sequencing (RNA-seq) analysis of the selected mutants at different life stages identifies changes in the transcriptomes associated with the early transmission phenotypes, and reveals clusters of functionally connected and co-regulated genes that likely share mechanisms of stage-specific control, and whose promoters we investigated for putative regulatory motifs. These data generate a deeper understanding of individual ApiAP2 proteins and how positive and negative regulators likely interact to generate complex patterns of gene expression. To test just one of the hypotheses arising from the screen, we present data supporting a general function *ap2-g2* as a repressor of transmission-specific genes, i.e., not only in gametocytes (Yuda et al., 2015) but also in asexual blood stages.

## Results

### ApiAP2 Mutants Reveal Stage-Specific Gene Functions

All 26 ApiAP2 genes of *P. berghei* possess syntenic orthologs in *P. falciparum*, *P. vivax* (main malaria species infecting humans), and *P.yoelii* (another rodent malaria model). While across the family there is much variation in gene size, numbers of predicted AP2 domains, and expression patterns, these parameters are largely conserved within orthologous groups, suggesting a high degree of functional conservation (Figures 1A and S1).

To target *P. berghei* ApiAP2 genes systematically, we succeeded in producing deletion vectors for all but one member of the family (Data S1) and transfected each of them into a reporter line constitutively expressing GFP to facilitate phenotyping. Fourteen ApiAP2 genes resisted at least four disruption attempts with up to two different vector designs, providing tentative evidence that more than half of the genes in this family are potentially essential for asexual blood stage growth in vivo. For the remaining eleven, a KO line could be generated. These included six genes that had not previously been studied in *Plasmodium* (Figures 1A and S2; Data S1).

Ten of these lines showed complete developmental lethality at some stage during sexual development or mosquito transmission (Figure 1B; Data S1). Mutants in five of these genes have been described previously. For the remainder, we followed the convention of naming genes according to the life cycle stage at which the lethal phenotype was observed (*ap2-o2*, *ap2-o3*, and *ap2-o4* for ookinete phenotypes and *ap2-sp2* and *ap2-sp3* for sporogony phenotypes). PBANKA_1319700 was the only gene whose deletion did not reveal a function, indicating the overall level of redundancy within the ApiAP2 family is low.

To measure effects of ApiAP2 gene deletions on asexual growth rate, we co-transfected multiple barcoded gene deletion vectors and determined the average relative growth rate of mutants during days 5–8 post-transfection by barcode counting (barseq) (Figure 2A). We used a competitive design with seven control vectors that cause known changes to parasite growth (Gomes et al., 2015). The *ap2-g* KO vector conveyed enhanced growth, as was expected, since wild-type parasites sacrifice some of their asexual reproductive potential to make gametocytes (Sinha et al., 2014). Four other mutants showed attenuated growth in asexual blood stages, including *ap2-o* and *ap2-sp*, both recognized so far only for their roles in mosquito stages.

Gametocyte number is a difficult phenotype to measure precisely in *P. berghei*, since the rate at which sexual stages are produced differs substantially between infections by the same clone and between days of the same infection (see, e.g., Sinha et al., 2014). Unsurprisingly, both parameters differed somewhat between most mutants, although they remained within the normal range in all but two mutants, *ap2-g* and *ap2-g2*, whose complete loss or severe reduction in gametocytemia has been described previously (Sinha et al., 2014). We also found no evidence for an ApiAP2 gene specifically regulating sex ratio, which in haploid *Plasmodium* blood stages is variable, but generally female biased, and not the result of chromosomally encoded sex-determining genes (Paul et al., 2000).

### ApiAP2 Genes Required for Infectious Ookinetes

Four mutants were characterized by completely or strongly reduced numbers of oocysts on the midgut epithelium of *Anopheles stephensi* mosquitoes (Figure 2B). All had gametocyte numbers and sex ratios that would not limit transmission (Figure 2C). Male gametocytes appeared mature since they readily differentiated into flagellated gametes when their development was triggered in vitro, a process termed exflagellation (Data S1), and light microscopy of activated gametocytes showed evidence of fertilization. However, zygotes of these mutants failed to varying degrees to differentiate into fully functional ookinetes in vitro (Figures 2D, 2E, S3A, and S3B). This group included *ap2-o*, in which zygotes were arrested at an intermediate stage of ookinete formation, as described previously (Yuda et al., 2009). Two additional mutants, *ap2-o2* and *ap2-o3*, also gave rise to retort-shaped intermediate ookinete forms (Figures 2D and 2E). Mutant *ap2-o3* showed the most severe defect in the ookinete group, with the majority of zygotes failing entirely to show apical complex protrusions. By comparison, *ap2-o2* produced at least some morphologically normal ookinetes in vitro and was presumably responsible for the few oocysts seen in vivo. These cysts were, however, unusually small (Figure 2B) and unable to sporulate (data not shown).

In marked contrast, *ap2-o4* mutant clones produced normal numbers of morphologically mature ookinetes in vitro (Figures 2D and 2E), but they were still entirely unable to infect mosquitoes and form oocysts in vivo (Figure 2B). Neither the gliding speed of *ap2-o4* ookinetes nor the shape of their trajectories in matrigel motility assays (Moon et al., 2009) differed from wild-type (Figures S3A and S3B), raising the possibility that their developmental defect is due to either a block at the point of midgut traversal, as has been observed with mutants in secreted traversal proteins (e.g., Dessens et al., 2001), or to reduced survival of *ap2-o4* ookinetes under in vivo conditions in the blood meal, where oxidative stress is high (Turturice et al., 2013) and availability of nutrients presumably reduced compared with optimized culture conditions (Sturm et al., 2015). None of the four ookinete stage mutants produced sporozoites in mosquito salivary glands; neither could they be transmitted back to mice by mosquito bite (Data S1).

### ApiAP2 Genes Essential for Sporogony

Three mutants produced oocysts that were indistinguishable from wild-type in size and numbers, but failed to colonize the salivary glands with sporozoites (Figure 3A). The earliest phenotype occurred in *ap2-sp* oocysts, which were unable to enter sporogony, as described previously (Yuda et al., 2010; Figure S3C). In contrast, *ap2-sp2* oocysts were blocked later, at the sporoblast stage (Figures 3B and 3C). These oocysts ceased to mature at a point when sporozoites were beginning to form around the edges of cytoplasmic islands (Figure 3D) and remained arrested at this point until at least day 22 post-infection, resulting in the complete absence of salivary gland colonization (Data S1).

Mutants in *ap2-sp3* completed sporogony normally, as judged by cytosolic GFP fluorescence and transmission electron microscopy (TEM) (Figure S3D), yet sporozoites failed to appear in the salivary glands (Figure S3E). In contrast to a known egress mutant lacking the cysteine protease ECP1/SERA8 (Aly and Matuschewski, 2005), *ap2-sp3* sporozoites remained non-motile within cysts, and when released mechanically and injected into mice, were non-infectious (Figure 3E), suggesting *ap2-sp3* is required before egress to ensure full maturation of oocyst sporozoites. Interestingly, the small number of *ap2-sp3* sporozoites that reached the salivary glands still remained non-infectious when mosquitoes fed on naive C57BL/6 mice (Figure 3E). The only mutant that produced normal salivary gland infections but subsequently failed to infect mice was *ap2-l* (Data S1), consistent with its known essential role at the liver stage (Iwanaga et al., 2012).

### Gene Expression Changes in ApiAP2 Mutants

To reveal molecular functions of ApiAP2 genes, we studied the transcriptomes of all viable mutants by directional RNA-seq. 

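Directional RNA-seq libraries of schizont cultures came from wild-type parasites and from 11 ApiAP2 mutants, with 3 replicates for each mutant and 6 for wild-type, 39 libraries in all. For every library, the authors deposited the number of reads they counted on each predicted *P. berghei* transcript, without normalization. Reads that aligned to more than 1 place were not counted on genes. The number of counts on genes in the schizont libraries ranged from 6743176 to 38863354 (median 13165925), which was 71.7% to 86.8% of the reads or read pairs listed for the library. At these depths, 3 counts on a gene correspond to between 0.0772 and 0.445 CPM (the count of a gene scaled to a common library size), which is taken as the floor of a library, below which an abundance cannot be told from absence. These floors cover counting error only, because reads copied by PCR are not independent molecules.

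The wild-type libraries form 2 sets by the sequencing runs they share with the mutants. The 3 wild-type libraries of set A were sequenced in the same runs as *ap2-g*, *ap2-g2*, *ap2-o*, *ap2-o2* and *ap2-o3*, and the 3 of set B in the same runs as *ap2-o4*, *ap2-sp*, *ap2-sp2*, *ap2-sp3*, *ap2-l* and PBANKA_131970. Each mutant was compared with the 3 wild-type libraries of its own set. Between the wild-type schizonts of set B and those of set A themselves, 32 genes passed the thresholds used for the mutants (378 with DESeq2's Wald test), so that genes were not tested between mutants of different sets. Of the 5127 features in each library, the 4885 with a mean of at least 1 CPM over all 62 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. Genes with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.01 were counted as differentially expressed (DE), the thresholds given in the legend of Figure 4B.

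The deleted gene itself served as a check of the mapping between libraries and strains. Its counts fell below 10% of the lowest wild-type library in every mutant library in 14 of 17 comparisons over the 3 stages, and it passed the thresholds in 11 of them. There were 3 exceptions. Replicate 2 of *ap2-g2* had 1582 CPM of *ap2-g2*, against 2.93 and 4.60 CPM in replicates 1 and 3 and 1222 ± 526 CPM (SD, n = 3) in wild-type. Replicate 1 of *ap2-g* had 39.8 CPM of *ap2-g*, against 0.130 and 0.877 CPM in replicates 2 and 3 and 158 ± 62.6 CPM (SD, n = 3) in wild-type. In *ap2-sp3* schizonts, PBANKA_112180 (*ap2-sp3*) had 229 ± 29.6 CPM (SD, n = 3) against 288 ± 60.0 CPM (SD, n = 3) in wild-type, a log2 fold change of -0.30 (standard error 0.37, adjusted p = 0.997).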

*P. berghei* blood stage infections are asynchronous, and we therefore focused our analysis on schizonts synchronized in 22 hr in vitro cultures. It is important to note that schizont cultures also contained a small number of gametocytes (2%–10%). 

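The level of gametocyte transcripts in the schizont cultures was measured as the mean of log2(CPM + 1) over genes that were more abundant in wild-type gametocytes than in wild-type schizonts of both sets. In the 6 wild-type schizont libraries this mean was 3.61, 4.71 and 4.61 for replicates 1, 2 and 3 of set A and 5.13, 4.01 and 4.40 for replicates 4, 5 and 6 of set B. The means of the sets were 4.31 ± 0.61 (SD, n = 3) and 4.51 ± 0.57 (SD, n = 3), and their difference of 0.21 was smaller than either standard deviation.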

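The gametocyte data comprise 12 libraries, 3 each from wild-type, *ap2-o*, *ap2-o2* and *ap2-o3*, and the ookinete cultures 11 libraries, 3 each from wild-type, *ap2-o* and *ap2-o3* and 2 from *ap2-o2*, whose replicate 1 was not analysed here. As for the schizonts, the authors deposited read counts per transcript without normalization. Counts on genes ranged from 7278680 to 51965842 (median 16464217) in the gametocyte libraries and from 9003839 to 17255065 (median 15462537) in the ookinete libraries. The floor of 3 counts was 0.0577 to 0.412 CPM in gametocytes and 0.174 to 0.333 CPM in ookinetes. Each mutant was compared with the wild-type libraries of the same stage, with the test, gene filter and thresholds used for the schizonts. In wild-type gametocytes *ap2-o* (PBANKA_090590) had 3749 ± 577 CPM (SD, n = 3), and in *ap2-o* gametocytes 4.95 ± 1.36 CPM (SD, n = 3).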

For three mutants blocked at the ookinete stage, we additionally investigated transcriptomes of gametocytes purified from peripheral blood, and of ookinete cultures harvested 20 hr after the initiation of fertilization in vitro, expecting these samples to provide insights into the molecular basis of the developmental phenotypes of these mutants.

In a principal component (PC) analysis, transcriptomes clustered primarily by life cycle stage, and 76% of the variance was captured in the first two components (Figure 4A). 

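The components were computed on the 62 libraries from the 500 most variable genes after DESeq2's variance-stabilizing transformation. PC1 held 59.6% and PC2 16.9% of the variance, 76.5% in sum. With each library left out in turn, the sum stayed between 75.4% and 77.4%. The choice of genes moved it most, to 63.8% when all 4885 genes with a mean of at least 1 CPM were used. On PC1, wild-type gametocytes lay between 51.7 and 62.6 and wild-type ookinetes between 37.5 and 40.9, while wild-type schizonts lay between -34.8 and -11.2. Ookinetes and gametocytes were separated on PC2, where wild-type ookinetes lay between 43.6 and 44.4 and wild-type gametocytes between -23.3 and -13.3.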

Schizont samples grouped together with some spread along PC1, presumably reflecting natural variations in gametocyte numbers. 

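The 6 wild-type schizont libraries covered a range on PC1 of -23.1 to -13.9 in set A and -34.8 to -11.2 in set B. The 3 libraries of *ap2-o4*, a mutant of set B, covered -38.6 to -16.9, and those of *ap2-l* -23.7 to -7.33. On PC2 the wild-type schizonts lay between -11.0 and 0.75, and replicate 1 of set A had the lowest value.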

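The *ap2-g* libraries lay at PC1 coordinates of -79.6, -78.5 and -52.8, the first 2 of them the lowest of all libraries, and those of *ap2-g2* at -53.8, -40.2 and -38.2, all below the 3 wild-type libraries of the same set. The highest coordinate of *ap2-g* belonged to replicate 1, the library in which reads of the deleted gene were found. The *ap2-sp* libraries, at 6.92, 9.20 and 14.7, were the only schizont libraries above 0 on PC1. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1, so that these separations were not tested further.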

Outliers were gametocyte non-producers (situated farthest away from purified gametocytes) and *ap2-sp* cultures, which were shifted toward the purified gametocytes, although gametocyte numbers in this mutant were not increased (Data S1). Gametocyte transcriptomes of the ookinete mutants grouped together, but the ookinete cultures were clearly set apart from wild-type and from each other, recapitulating when phenotypes first became apparent morphologically.

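On PC1 the gametocyte libraries of *ap2-o* lay between 46.9 and 51.8, those of *ap2-o2* between 39.7 and 48.4 and those of *ap2-o3* between 37.8 and 57.5, against 51.7 to 62.6 in wild-type. On PC2 the 9 mutant gametocyte libraries lay between -24.3 and -17.8, a range overlapping that of wild-type. In the ookinete cultures, *ap2-o* was farthest from wild-type, at 15.6 to 25.8 on PC1 and 22.3 to 23.7 on PC2. The 2 *ap2-o2* libraries lay at 25.6 and 27.6 on PC1 and at 32.2 and 37.2 on PC2. The *ap2-o3* libraries overlapped wild-type on PC1, at 38.4 to 44.4, and lay between 37.5 and 37.8 on PC2, below the lowest wild-type ookinete library at 43.6.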

Pairwise comparisons confirmed the PC analysis, showing gametocyte genes were significantly downregulated in blood stage cultures of *ap2-g* and *ap2-g2*, but up in *ap2-sp* (Data S2). 

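Gametocyte genes were defined as those with a log2 fold change above 2 and an adjusted p below 0.01 between wild-type gametocytes and wild-type schizonts. To keep the gene list free of the libraries it was applied to, the schizonts of the other set were used for it. In *ap2-g* schizont cultures, the mean log2(CPM + 1) of 732 gametocyte genes was 2.78 ± 0.71 (SD, n = 3) against 5.35 ± 0.31 (SD, n = 3) in wild-type, a difference of -2.57. In *ap2-g2* it was 4.16 ± 0.55 (SD, n = 3), a difference of -1.20 from the same wild-type libraries. For *ap2-sp*, the mean of 376 gametocyte genes was 6.37 ± 0.32 (SD, n = 3) against 4.80 ± 0.53 (SD, n = 3), a difference of 1.57. In each of the 3 mutants every library lay beyond every wild-type library of its set, which gives p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow and unchanged by adjustment for the 3 comparisons. Comparing with all 6 wild-type libraries gave differences of -2.35, -0.98 and 1.78 (exact permutation test, p = 0.012, 0.024 and 0.012, not adjusted), and *ap2-g2* was then no longer separated from every wild-type library. These 6 include the libraries from which the gene lists were made, so that these differences and p values depend in part on that choice of genes. The largest moves were to -3.01 in *ap2-g* with a pseudocount of 0.1, to -0.89 in *ap2-g2* without its replicate 2 and to 1.86 in *ap2-sp* without wild-type replicate 4.

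In tests of single genes, 1 gene passed the thresholds in *ap2-g*, 27 in *ap2-g2* (7 up and 20 down) and 617 in *ap2-sp* (584 up and 33 down). The numbers of genes with an unadjusted p under 0.05 were 2059, 997 and 1448. The setting that moved these counts most was a replicate block in which wild-type replicates 1 and 2 were exchanged, chosen after seeing the data, with 1947 genes in *ap2-g* and 965 in *ap2-g2*. Use of all 6 wild-type libraries left 219 genes in *ap2-sp*. In *ap2-g2* it gave 29 genes with the balance reversed, 19 up and 10 down. On simulated data with 200 changed genes, the same test recovered 84.5% of them with the spread of the *ap2-sp* comparison and 28.5% with that of *ap2-o* schizonts, which share the wild-type libraries of *ap2-g* and *ap2-g2*. The largest fall in *ap2-g* was that of PBANKA_072260, with a log2 fold change of -6.56 (standard error 0.50, adjusted p = 0.0056), and the largest rise in *ap2-g2* that of PBANKA_051890, at 5.34 (standard error 0.46, adjusted p = 0.0058). The largest fall in *ap2-g2* was at PBANKA_120020, at -6.18 (standard error 0.62, adjusted p = 0.0063).

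From the position of the strains in the PC analysis and from pairwise comparisons with wild-type (Data S2), the paper concludes that gametocyte genes were downregulated in blood stage cultures of *ap2-g* and *ap2-g2* and upregulated in *ap2-sp*.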

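Between *ap2-o* schizonts and the 3 wild-type schizont libraries of the same sequencing runs, 2 genes passed the thresholds, both of them down, and 892 genes had an unadjusted p under 0.05. The 2 genes were *ap2-o* itself, with 2.75 ± 1.13 CPM (SD, n = 3) against 2183 ± 542 CPM (SD, n = 3) in wild-type and a log2 fold change of -9.15 (standard error 0.75, adjusted p = 0.0098), and PBANKA_120020, at -5.72 (standard error 0.51, adjusted p = 0.0098). PBANKA_120020 also fell in *ap2-g2*, and against all 6 wild-type libraries its adjusted p in *ap2-o* was 0.106. With DESeq2's Wald test, 153 genes passed (92 up and 61 down), and 101 in a single edgeR fit over all schizont libraries. With each replicate left out in turn no gene passed in any of the 6 fits, which had between 366 and 1390 genes at an unadjusted p under 0.05, and the log2 fold change of *ap2-o* stayed between -9.40 and -8.67. The replicate number as a covariate also left 0 genes, with 296 at an unadjusted p under 0.05. With wild-type replicates 1 and 2 exchanged in this block, a setting chosen after seeing the data, 291 genes passed (208 up and 83 down). On simulated data with 200 changed genes and the spread of these libraries, edgeR recovered 28.5% of the genes and DESeq2 63.5%, with 2 and 11 false calls.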

Deletion of *ap2-o* had a remarkable and unexpected effect on the transcriptome of schizont cultures, with more than 265 differentially expressed (DE) genes, potentially related to the slow growth of this mutant in mice (Figure 2A). 

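In *ap2-o* gametocytes, 1 gene passed the thresholds, *ap2-o* itself, at a log2 fold change of -9.62 (standard error 0.83, adjusted p = 0.0064), and 39 genes had an unadjusted p under 0.05. DESeq2's Wald test gave 10 genes. Whether the effect of the deletion differed between schizonts and gametocytes was tested as the interaction of strain and stage in edgeR. No gene passed the thresholds for the interaction, and 442 had an unadjusted p under 0.05. The count was also 0 with DESeq2, where 519 genes had an unadjusted p under 0.05. On simulated data with 200 genes changed only in schizonts, the interaction test recovered 33.0% of them. All of these changes had the largest size used in the other simulations, which mixed in smaller ones. The 33.0% is therefore not comparable with the recoveries of the other tests, and most changes even of that size were missed.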

The deregulation signature did not come from gametocytes, which had normal transcriptomes (Figure 4B). It was not enriched in known *ap2-o* targets (Kaneko et al., 2015) but was, e.g., enriched in putative RNA-binding factors (p = 0.043; Data S2). 

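The gene descriptions in Data S2 and S3 name an RNA-binding function for 46 of the 4885 tested genes, 0.942% of them. The 2 DE genes of *ap2-o* schizonts include none. Among the 153 genes that passed with DESeq2's Wald test, 5 were described as RNA-binding (odds ratio 3.87, two-sided Fisher's exact test, p = 0.014). Only 79.1% of these 153 genes have a description, and 50.0% of the 2 DE genes, so that the check is void for lack of descriptions.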

In *ap2-o2* and *ap2-o3*, the numbers of DE genes increased with developmental stage. 

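In *ap2-o2*, 1 gene passed the thresholds in schizonts, 5 in gametocytes (2 up and 3 down) and 419 in ookinete cultures (323 up and 96 down). The numbers of genes with an unadjusted p under 0.05 were 266, 584 and 1732. In *ap2-o3*, 0 genes passed in schizonts and 0 in gametocytes, where 81 and 707 genes had an unadjusted p under 0.05, and 609 passed in ookinete cultures (261 up and 348 down), with 2286 at an unadjusted p under 0.05. DESeq2's Wald test gave 76, 235 and 672 genes for *ap2-o2* and 28, 373 and 743 genes for *ap2-o3* in the same order of stages. The difference in counts between stages was not tested, and the power of the test was not the same at each stage. On simulated data with 200 changed genes, edgeR recovered 2.00% of them with the spread of the *ap2-o3* gametocyte libraries, 95.0% with that of the *ap2-o* ookinete libraries and 97.0% with that of the *ap2-o2* ookinete libraries.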

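The counts in gametocytes depended on whether the replicates were treated as pairs. With the replicate number as a covariate in edgeR, 497 genes passed in *ap2-o2* gametocytes (203 up and 294 down) and 683 in *ap2-o3* gametocytes (207 up and 476 down), while 0 genes passed in *ap2-o* gametocytes, where 78 had an unadjusted p under 0.05. Deviations of a mutant library from its strain mean and of the wild-type library with the same number from the wild-type mean were correlated across genes at a mean r of 0.46 to 0.85 in the gametocytes of the 3 mutants. Libraries with different numbers had a mean r of -0.33 to -0.21, a mean that centring on 3 libraries pushes below 0. Among them, replicates 1 and 3 were correlated with each other at 0.00155 to 0.848, and pairs with replicate 2 at -0.907 to -0.0713. The contrast thus comes largely from replicate 2 and does not show 3 separate pairs. Genes are not independent replicates, so no p is given for these correlations. On simulated data with the spread of the *ap2-o3* gametocyte libraries, the block recovered none of the 200 changed genes and the test without it 4. The simulated counts held no effect shared by libraries of the same number, so that they do not show how the block performs where such pairs exist.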

Interestingly, in these two mutants changes in gene expression become apparent already in gametocytes, suggesting that the developmental defects observed after fertilization may have their origins in transcriptome deregulation at the earlier stage. As expected, the transcriptomes of all three ookinete mutants were significantly deregulated in the ookinete cultures (5%–15% of DE genes; Data S2; Figure 4B), but despite their similar cellular phenotypes, there was very little overlap in deregulated genes and molecular pathways (Figure 4B; Data S2).

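In ookinete cultures, 1112 genes passed the thresholds in *ap2-o* (525 up and 587 down), 419 in *ap2-o2* and 609 in *ap2-o3*, or 22.8%, 8.58% and 12.5% of the 4885 tested genes. The count of *ap2-o2* rests on 2 replicates, and leaving out 1 of the 3 wild-type replicates moved it to between 10 and 508. For *ap2-o* the 6 fits without 1 replicate gave 988 to 1209 genes, and for *ap2-o3* 179 to 972. The largest fall in *ap2-o* ookinetes was that of PBANKA_100640, at a log2 fold change of -9.13 (standard error 0.38, adjusted p = 6.3e-08), and the largest rise that of PBANKA_130650 (TREP), at 3.25 (standard error 0.39, adjusted p = 6.6e-05). PBANKA_030470 (SERA5) rose most in *ap2-o2*, by 3.49 (standard error 0.32), and PBANKA_100260 (P41) in *ap2-o3*, by 2.84 (standard error 0.21).

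At least 1 of the 3 mutants changed 1710 genes. Of these, 1310 were DE in 1 mutant, 370 in 2 and 30 in all 3, and 7 of the 30 changed in the same direction in all 3. *ap2-o* and *ap2-o2* shared 224 DE genes (odds ratio 4.63, Fisher's exact test, p = 7.7e-47), of which 221 changed in the same direction, and their log2 fold changes were correlated across all tested genes at r = 0.61. *ap2-o* and *ap2-o3* shared 178 (odds ratio 1.48, Fisher's exact test, p = 8.3e-05), of which 84 changed in the same direction, and *ap2-o2* and *ap2-o3* shared 58 (odds ratio 1.14, Fisher's exact test, p = 0.39), of which 30 did. For this last pair the odds ratio was higher under both alternatives, with 133 shared genes under DESeq2's Wald test (odds ratio 1.46, Fisher's exact test, p = 5.1e-04), 84 of them in the same direction, and 33 with the replicate block (odds ratio 2.26, Fisher's exact test, p = 3.3e-04), 25 of them in the same direction. All 3 comparisons use the same 3 wild-type libraries and genes are not independent replicates, so these p values describe the lists only. With DESeq2's Wald test, 66 genes were shared by the 3 mutants. The paper states that the 3 mutants shared few deregulated genes and pathways although their cellular phenotypes were similar.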

### Co-expression Clustering Identifies Coordinated Responses to Perturbations in the ApiAP2 Network

Co-expression clustering in *P. falciparum* has previously identified groups of functionally related genes that share conserved upstream sequences (e.g., Elemento et al., 2007, Young et al., 2008). Some of these motifs were later shown experimentally to serve as *cis*-regulatory elements recognized by specific AP2 domains (Campbell et al., 2010). Extending this concept, we wished to identify gene sets through their shared response to genetic perturbation of the ApiAP2 repertoire. Following Ward hierarchical clustering, 49 co-expression clusters were defined, each containing between 9 and 249 genes (Figure 4C; Data S3). 

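Library sizes were normalized to CPM, genes with a summed CPM of at least 50 over the 62 libraries were kept, and for each of the 4895 remaining genes the mean CPM of each of 20 strain and stage combinations was expressed as a proportion of the sum over all combinations. Ward clustering (hclust, ward.D) on Euclidean distances, stopped at 49 clusters, gave clusters of 2 to 242 genes. The part of Data S3 that was readable here lists 1997 genes, those of clusters 1 to 19. Over these genes the adjusted Rand index between the paper's clusters and the rederived ones was 0.372 (bootstrap SD 0.01), where 1 is identity and 0 the value of random assignment. The normalization moved it most, to 0.255 with DESeq2's size factors. Of the paper's cluster 1, all 78 genes fell into a single rederived cluster, and of cluster 9, 14 of 16 genes did, while of cluster 17, 66 of 208 genes did. Clusters beyond 19 were identified by the genes that Figure 5 names for them. The rederived clusters were formed from the same profiles as the median proportions given for them below. These medians therefore describe the grouping and do not test it. On simulated profiles, the same clustering step recovered the simulated clusters completely (adjusted Rand index 1). These profiles had distinct centres and little noise and were made without counts or normalization. The result checks the clustering step only and does not show how well clusters of real profiles can be recovered.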

Nearly all clusters contained functionally related genes, as evidenced by significant enrichment of gene ontology (GO) terms or metabolic pathways in 48 out of 49 clusters (Data S3 and S4). In addition, in 18 clusters we identified a total of 27 putative *cis*-regulatory elements of 8–12 bp that were significantly enriched (E value < 0.05) within 2 kb upstream of the start codon (Figure 5; Data S4).

Differential gene expression in the ookinete mutants proved a major driver for clustering. A total of 227 genes with ookinete-specific expression were distributed among four clusters (37, 38, 39, and 47) according to their degree of dependence on *ap2-o*, *ap2-o2*, and *ap2-o3* (Figure 5; Data S4). 

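Of the 4 ookinete clusters, 2 could be identified by the genes Figure 5 names. The rederived cluster that held all 4 named genes of cluster 37 contained 20 genes, and the one that held 5 of the 6 named genes of cluster 38 contained 33 genes. Wild-type ookinete cultures accounted for a median proportion of 0.452 of the reads of the 20 genes and 0.318 of the reads of the 33 genes. In wild-type schizonts the median proportions were 0.0024 and 0.0033, and in wild-type gametocytes 0.0052 and 0.0115.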

Cluster 37, for instance, contained 14 genes encoding mostly well-known ookinete microneme proteins, whose expression was entirely dependent on *ap2-o*. 

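The median proportion of reads of the 20 genes in the rederived cluster 37 was 0.452 in wild-type ookinete cultures (SD of the library means 0.0469, n = 3) and 0.0123 in *ap2-o* ookinete cultures (SD 6.4e-04, n = 3). Chitinase (CHT1, PBANKA_080050) had 43613 ± 7498 CPM (SD, n = 3) in wild-type and 235 ± 31.6 CPM (SD, n = 3) in *ap2-o* ookinete cultures, a log2 fold change of -7.65 (standard error 0.43, adjusted p = 5.8e-07). SOAP (PBANKA_103780) had 9330 ± 1201 CPM (SD, n = 3) in wild-type and 52.4 ± 8.80 CPM (SD, n = 3) in *ap2-o*, a log2 fold change of -7.58 (standard error 0.35, adjusted p = 1.3e-07). CTRP (PBANKA_041290) changed by -5.20 (standard error 0.32, adjusted p = 1.0e-06) to 2.90% of its wild-type CPM, and the oocyst capsule protein Cap380 (PBANKA_121810) by -4.75 (standard error 0.30, adjusted p = 1.3e-06) to 4.00%. CHT1 was thus left with 0.538% and SOAP with 0.562% of the wild-type CPM, and in every case all *ap2-o* libraries lay below all wild-type libraries. Across the fits without 1 replicate, the log2 fold change of CHT1 stayed between -7.85 and -7.48.

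The paper states that expression of the genes in this cluster, most of which encode ookinete microneme proteins, was entirely dependent on *ap2-o*.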

All four clusters were significantly enriched for variants of the known AP2-O-binding motif (E = 1.9 × 10^−4^ to 2.4 × 10^−12^) and for genes with published chromatin immunoprecipitation (ChIP) evidence (Kaneko et al., 2015) of AP2-O binding in ookinetes (p = 7.8 × 10^−7^ to 1.6 × 10^−29^). Although not all genes upregulated in ookinetes were *ap2-o* dependent (see cluster 40 in Figure 5), these data generally confirmed the central role for *ap2-o* in ookinete gene expression (Yuda et al., 2009).

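The rederived cluster that held more of the genes named for cluster 40 than any other, 2 of the 4, contained 196 genes. Its median proportion of reads was 0.0287 in wild-type ookinete cultures (SD of the library means 0.0065, n = 3) and 0.0428 in *ap2-o* ookinete cultures (SD 0.0123, n = 3), a difference slightly larger than the replicate SD in *ap2-o*. It was 0.0326 to 0.144 in the 6 wild-type schizont libraries and 0.0223 to 0.0352 in the 3 of wild-type ookinetes, so that the rederived cluster is not one of genes most abundant in ookinetes. Among the genes named for this cluster, SIP2 (PBANKA_010290) rose in *ap2-o* ookinete cultures, from 34.5 ± 5.95 to 189 ± 4.88 CPM (SD, n = 3 each), with a log2 fold change of 2.34 (standard error 0.18, adjusted p = 5.3e-06). CDPK1 (PBANKA_031420), ALBA1 (PBANKA_142330) and ALBA4 (PBANKA_136030) had log2 fold changes of 0.48, 0.55 and 0.87 (adjusted p = 0.037, 0.033 and 0.027) and did not pass the thresholds. In contrast, the genes named for cluster 38, PSOP1, PSOP2, PSOP7, WARP, CDPK3 and PPLP5, all fell in *ap2-o* ookinetes, by 2.44, 3.26, 2.71, 3.52, 2.60 and 1.76 on the log2 scale, and all 6 passed.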

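In the rederived cluster 37 the median proportion of reads was 0.260 in *ap2-o2* (SD of the library means 0.0666, n = 2) and 0.181 in *ap2-o3* ookinete cultures (SD 0.0103, n = 3), against 0.452 in wild-type and 0.0123 in *ap2-o*. In the rederived cluster 38 it was 0.171 in *ap2-o2* (SD 0.0385, n = 2) and 0.335 in *ap2-o3* (SD 0.0324, n = 3), against 0.318 in wild-type (SD 0.0048, n = 3) and 0.0699 in *ap2-o* (SD 0.0056, n = 3). The difference of *ap2-o3* from wild-type in cluster 38 was smaller than its own SD. Proportions of a gene sum to 1 over the 20 combinations, so that a low value in 1 strain raises the others.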

By comparison, neither *ap2-o2* nor *ap2-o3* was strictly essential for any cluster of genes. A moderate downregulation of most ookinete-specific genes in the *ap2-o2* KO may only reflect the reduced number of mature ookinetes in these cultures. In contrast, *ap2-o3* clearly differentiated between groups of genes, some with well-characterized functions in ookinete gliding and invasion (compare, for instance, clusters 37 and 38 in Figure 5). 

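CHT1, CTRP, SOAP and Cap380 changed in *ap2-o2* ookinete cultures by log2 fold changes of -1.32, -0.82, -0.99 and -0.50 (standard errors 0.40, 0.35, 0.37 and 0.35; adjusted p = 0.024, 0.10, 0.060 and 0.33 from edgeR), and none passed the thresholds. PSOP1, PSOP7, WARP, CDPK3 and PPLP5 fell by 1.04, 0.42, 0.75, 0.90 and 1.01 on the log2 scale, also without passing in edgeR. PSOP2 was at -0.11, with a range of -0.27 to 0.04 when 1 wild-type replicate was left out. CHT1 had 44.8% and Cap380 76.4% of the wild-type CPM, and whether the reductions differed between these genes was not tested. With DESeq2's Wald test, CHT1 at -1.31 (adjusted p = 8.7e-04) and PSOP1 at -1.03 (adjusted p = 0.0092) passed, and the others named here did not. Both *ap2-o2* libraries lay below all 3 wild-type libraries for CHT1, CTRP, SOAP and Cap380.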

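Of the genes named for cluster 37, CHT1 changed in *ap2-o3* ookinete cultures by a log2 fold change of -1.63 (standard error 0.30, adjusted p = 0.0023), CTRP by -1.59 (standard error 0.31, adjusted p = 0.0036), SOAP by -1.12 (standard error 0.25, adjusted p = 0.0061) and Cap380 by -2.57 (standard error 0.29, adjusted p = 2.1e-04), and all 4 passed the thresholds. Of those named for cluster 38, PSOP1 was at 0.21 (standard error 0.27, adjusted p = 0.56), PSOP2 at -0.06 (standard error 0.32, adjusted p = 0.90) and PPLP5 at 0.02 (standard error 0.23, adjusted p = 0.96). PSOP2 and PPLP5 changed direction when single replicates were left out, with ranges of -0.44 to 0.11 and -0.07 to 0.11. PSOP7, WARP and CDPK3 were at -0.55, -0.66 and -0.60, and none of the 6 passed. The difference between the clusters was not tested itself.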

Unfortunately, the known binding motif of one of the two AP2-O2 DNA-binding domains (TGACATCA) was not associated with any of the affected gene expression clusters, and the binding specificity of AP2-O3 is not known, making it impossible to predict direct targets of AP2-O2 or AP2-O3 proteins.

One clue for a function for *ap2-o3* in ookinetes is provided by cluster 31 (Figure 5), which is highly enriched (p = 4.6 × 10^−44^, 53 of 62 elements in the cluster) in genes known to be transcribed in macrogametocytes, but whose mRNAs are translationally repressed until gametocytes enter the mosquito (Mair et al., 2006). This cluster includes genes for the major ookinete surface antigens P25 and P28, but also the putative meiotic recombination protein Dmc1. 

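The rederived cluster that held most of the genes named for cluster 31 contained 93 genes and included 2 of the 3. P25 (PBANKA_051500) had 12449 ± 2591 CPM (SD, n = 3) in *ap2-o3* and 6740 ± 287 CPM (SD, n = 3) in wild-type ookinete cultures, P28 (PBANKA_051490) 9734 ± 2901 and 7180 ± 1923 CPM, and DMC1 (PBANKA_071400) 734 ± 121 and 276 ± 55.5 CPM. The log2 fold change was 0.64 for P25 (standard error 0.26, adjusted p = 0.077), 0.20 for P28 (standard error 0.29, adjusted p = 0.61) and 1.18 for DMC1 (standard error 0.22, adjusted p = 0.0030), and only DMC1 passed the thresholds. In the other ookinete mutants the changes were in the other direction. P25, P28 and DMC1 were at -0.91, -0.92 and -0.95 in *ap2-o* and at -0.97, -0.89 and -0.54 in *ap2-o2*, and none of these passed.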

For these genes, mRNA abundance usually peaks in gametocytes, but in ookinete cultures of *ap2-o3* they fail to get downregulated, which could be the result of reduced transcript turnover or a failure to repress transcription. 

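In the rederived cluster 31, the median proportion of reads was 0.123 in wild-type gametocytes (SD of the library means 0.105, n = 3) and 0.0740 in wild-type ookinete cultures (SD 0.0095, n = 3). The higher mean in gametocytes comes from replicate 2, at 0.250, while replicates 1 and 3, at 0.0608 and 0.0745, lay below the ookinete libraries of the same number, at 0.0656 and 0.0841. It was 0.144 in *ap2-o3* ookinete cultures (SD 0.0195, n = 3), above wild-type by more than either SD, and 0.0585 and 0.0551 in those of *ap2-o* and *ap2-o2* (SD 0.0020, n = 3, and 0.0134, n = 2). In *ap2-o3* gametocytes the median proportion was 0.0963 (SD 0.0890, n = 3), where the spread between replicates was nearly as large as the value. Replicates 1, 2 and 3, at 0.0395, 0.199 and 0.0520, each lay below the wild-type gametocyte library of the same number. So did those of *ap2-o2*, at 0.0464, 0.0977 and 0.0404, while in *ap2-o* only replicate 2 did.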

Other genes failing to be repressed in *ap2-o3* ookinete cultures are involved in energy metabolism (cluster 45), which in the ookinete gets reorganized, and in nuclear division (cluster 31), suggesting *ap2-o3* may be required for zygotes to progress successfully beyond meiosis.

Importantly, the developmental phenotypes of *ap2-o2* or *ap2-o3* mutants at the point of ookinete formation were associated with perturbed transcriptomes already at the preceding gametocyte stage (Figure 4B). 

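Leaving out single replicates moved the number of DE genes in *ap2-o2* gametocytes to between 0 and 90, and it stayed at 0 in *ap2-o3* gametocytes, where each of these 6 fits had at least 421 genes at an unadjusted p under 0.05. With the replicate block, which treats same-numbered libraries as pairs, DESeq2 gave 609 genes in *ap2-o2* and 885 in *ap2-o3* gametocytes, a setting chosen after seeing the data. The deleted gene *ap2-o2* fell in *ap2-o2* gametocytes from 669 ± 501 to 1.43 ± 0.95 CPM (SD, n = 3 each), with a log2 fold change of -9.01 (standard error 1.27, adjusted p = 0.019 from edgeR), and did not pass the thresholds without the block. *ap2-o3* in *ap2-o3* gametocytes was at -6.23 (standard error 0.70, adjusted p = 0.022 from edgeR). The largest rise in *ap2-o2* gametocytes was that of PBANKA_122880, a putative protein kinase, at 5.94 (standard error 0.58, adjusted p = 0.0077), and the largest fall that of PBANKA_146570, at -6.39 (standard error 0.61, adjusted p = 0.0077).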

Genes upregulated in *ap2-o2* or *ap2-o3* gametocytes fell into three expression clusters (34, 35, and 36), all strongly enriched in genes encoding the male-specific gametocyte and gamete proteomes (Khan et al., 2005, Tao et al., 2014). 

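Among the 3 clusters, cluster 34 could be identified by all 3 of the genes Figure 5 names for it, in a rederived cluster of 48 genes. Its median proportion of reads was 0.179 in *ap2-o2* gametocytes (SD of the library means 0.0826, n = 3) and 0.197 in *ap2-o3* gametocytes (SD 0.123, n = 3), against 0.115 in wild-type (SD 0.0747, n = 3) and 0.131 in *ap2-o* gametocytes (SD 0.0697, n = 3). Each difference from wild-type was smaller than the SD between the mutant's own replicates, but these SDs include differences between replicate numbers that the strains share. Replicates 1, 2 and 3 were at 0.152, 0.0199 and 0.146 in wild-type, 0.190, 0.0866 and 0.250 in *ap2-o2*, 0.286, 0.0550 and 0.242 in *ap2-o3* and 0.188, 0.0525 and 0.148 in *ap2-o* gametocytes, so that each mutant library lay above the wild-type library of the same number. In schizonts it was 0.0222 in wild-type (SD 0.0087, n = 6) and 0.0022 in *ap2-g* (SD 9.9e-04, n = 3).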

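P48/45 (PBANKA_135960) had 84.6 ± 28.0 CPM in wild-type, 70.3 ± 12.0 in *ap2-o*, 104 ± 34.0 in *ap2-o2* and 126 ± 13.0 in *ap2-o3* gametocytes (SD, n = 3 each). Its log2 fold change was -0.27, 0.27 and 0.60 in *ap2-o*, *ap2-o2* and *ap2-o3* (standard errors 0.29, 0.31 and 0.33), and that of P230 (PBANKA_030610) 0.48, 1.00 and 1.40 (standard errors 1.03, 1.09 and 1.27). MISFIT (PBANKA_103820) was at 0.17, 0.57 and 0.75, and NEK3 (PBANKA_060060) at -0.12, 0.33 and 1.00 in the same order. None of the 4 genes passed the thresholds in any of the 3 mutants, and the adjusted p of edgeR ranged from 0.49, for P48/45 in *ap2-o3*, upward. With the replicate block, P230 passed in *ap2-o3* (adjusted p = 0.0034). In *ap2-o* gametocytes, P230, MISFIT and NEK3 changed direction when single replicates were left out. HAP2 was not matched to an identifier in the gene descriptions readable here.

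The descriptions name the axoneme, flagellum, basal body, centrins, centrioles, dynein, kinesin or tubulin for 42 of the 4885 tested genes, a wider group than parts of the axoneme. The 2 genes up in *ap2-o2* gametocytes include none of them, and no gene was up in *ap2-o3* gametocytes. With DESeq2's Wald test, 0 of 120 genes up in *ap2-o2* and 1 of 104 genes up in *ap2-o3* carry this annotation. Only 50.0%, 74.2% and 78.8% of the 2, 120 and 104 genes have a description, so that the check is void for lack of descriptions.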

Genes in these clusters included the male gamete fertilization factors P48/45 and HAP2, as well as putative components of the flagellar axoneme, which were all independent of *ap2-o*. Sex ratios observed on stained blood films did not support a marked shift toward male gametocytes in *ap2-o2* and *ap2-o3* mutants (Figure 2C), and these data therefore raise the possibility that dysregulation of male-specific genes translates into differences in fertility or post-fertilization development. An AGACA motif enriched in two of the male gene clusters (Figure 5; Data S4) was found previously in male genes (Young et al., 2008), but does not resemble any of the motifs known to be recognized by recombinant AP2 domains.

### A Putative Role for ap2-sp in Macrogametocyte Gene Repression

A notable feature of macrogametocyte genes in clusters 33 and 42 is their marked upregulation in schizont cultures of *ap2-sp*, which accounts for the more gametocyte-like transcriptomes of these samples (Figure 4A). In addition to its established role as direct activator of sporozoite genes in oocysts (Yuda et al., 2010), *ap2-sp* may function as a negative regulator of female-specific genes in gametocytes, or possibly even in asexual blood stages, which could explain the mild growth defect associated with the *ap2-sp* KO vector in the barseq experiment (Figure 2A). It remains to be established how *ap2-sp* could perform such additional roles, since the well-characterized binding motif targeted by its only AP2 domain is not enriched in gametocyte gene clusters (De Silva et al., 2008). 

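The rederived cluster that held 3 of the 4 genes named for cluster 33 contained 71 genes. Its median proportion of reads was 0.0790 in *ap2-sp* schizonts (SD of the library means 0.0074, n = 3) against 0.0402 in wild-type schizonts (SD 0.0115, n = 6) and 0.110 in wild-type gametocytes (SD 0.0212, n = 3). The 6 wild-type schizont libraries differed by set, at 0.0254 to 0.032 in set B, the set of *ap2-sp*, and 0.0448 to 0.0543 in set A. Of the genes Figure 5 names, CCP1 (PBANKA_130070) had 1371 ± 244 CPM (SD, n = 3) in *ap2-sp* and 150 ± 91.8 CPM (SD, n = 3) in wild-type schizonts, a log2 fold change of 3.54 (standard error 0.47, adjusted p = 5.5e-05). CCP5 (PBANKA_020450) had 981 ± 48.2 and 107 ± 41.0 CPM, a log2 fold change of 3.50 (standard error 0.38, adjusted p = 2.1e-05). P47 (PBANKA_135970) rose by 2.77 (standard error 0.32, adjusted p = 2.8e-05) and guanylyl cyclase beta (PBANKA_113670) by 2.07 (standard error 0.33, adjusted p = 2.4e-04). P25, P28 and DMC1 rose by 3.09, 2.90 and 3.08, and all 7 genes passed the thresholds. Against all 6 wild-type libraries, P25, P28, CCP5 and guanylyl cyclase beta no longer passed, with adjusted p between 0.014 for P25 and 0.044 for guanylyl cyclase beta.

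Genes whose descriptions name dynein, kinesin, tubulin, centrins or centrioles, or parts of the axoneme, flagellum or basal body, were measured beside them. This group is wider than the putative parts of the flagellar axoneme that the paper counts among the male genes, and was not chosen by sex. Of 41 such genes that were higher in wild-type gametocytes than in wild-type schizonts of set A, 36 were higher in *ap2-sp* schizonts and 15 passed the thresholds, with a median log2 fold change of 1.21. For CCP1, CCP5, P47 and guanylyl cyclase beta the median was 3.13.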

Regulation of macrogametocyte genes by *ap2-sp* may be indirect, possibly involving another ApiAP2 gene. A strong candidate is PBANKA_1313200, whose expression peaks in gametocytes, where its mRNA associates with the translation repression complex until activation (Mair et al., 2006), and which is 5-fold overexpressed in *ap2-sp* blood stage cultures (Figure S4). 

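PBANKA_1313200 is listed in the files as PBANKA_131320 and described as a putative transcription factor with AP2 domains. It had 666 ± 140 CPM (SD, n = 3) in *ap2-sp* and 148 ± 51.7 CPM (SD, n = 3) in wild-type schizonts of the same sequencing runs, a log2 fold change of 2.47 (standard error 0.36, adjusted p = 1.1e-04 from edgeR), or 5.54-fold. All *ap2-sp* libraries lay above all 3 wild-type libraries. The log2 fold change stayed between 2.26 and 2.76 with single replicates left out. Against all 6 wild-type schizont libraries it was 1.23 (adjusted p = 0.17 from edgeR) and did not pass the thresholds.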

PBANKA_1313200 has a single AP2 domain of unknown specificity, as the previous work failed to identify a putative binding motif for its *P. falciparum* ortholog, PF3D7_1449500 (Campbell et al., 2010). This is the only ApiAP2 member for which we failed to generate a targeting vector.

### AP2-G2 Is a General Repressor of Transmission Genes in Blood Stages

Disruption of *ap2-g2* results in a loss of mature gametocytes (Figure 1B) and in reduced competitive growth of asexual blood stages (Figure 2A). It was also accompanied by a marked upregulation of sporozoite and liver stage genes in blood stage cultures in two previously published datasets (Sinha et al., 2014, Yuda et al., 2015). Transcriptional phenotyping, chromatin-binding studies, and reporter assays all converged to show that in *P. berghei* gametocytes, AP2-G2 represses genes from other life cycle stages, including *lisp2* and *msp1*, by binding directly to the promoter region of its target genes (Yuda et al., 2015). The inappropriate derepression in the KO gametocytes may explain its developmental phenotype, if it causes gametocytes to degenerate before they become functionally and morphologically mature.

Consistent with this hypothesis, our current RNA-seq analysis shows sporozoite and liver stage genes repressed by *ap2-g2* strongly enriched in cluster 9, with additional deregulated genes appearing among the ookinete genes in cluster 40 (Figure 5, circle). 

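Data S3 lists 16 genes in cluster 9, all of which had a higher mean in *ap2-g2* than in wild-type schizonts of the same sequencing runs, with a median log2 fold change of 2.99. Of these, 6 passed the thresholds, and 14 did with DESeq2's Wald test. Of the genes the paper names, 2 were among these 6, LISP1 (PBANKA_102460), with 314 ± 31.1 CPM (SD, n = 3) against 17.3 ± 7.51 CPM (SD, n = 3) in wild-type and a log2 fold change of 4.37 (standard error 0.57, adjusted p = 0.0089), and LISP2 (PBANKA_100300), with 252 ± 50.3 against 33.9 ± 12.6 CPM and a log2 fold change of 3.18 (standard error 0.37, adjusted p = 0.0066). SLARP, GDH2 and TREP were at 2.76, 1.78 and 1.75 (adjusted p = 0.013, 0.077 and 0.16) and did not pass. The number of genes that passed ranged from 0 to 11 when single replicates were left out, while the median log2 fold change ranged from 2.81 to 3.11.

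Replicate 2 of *ap2-g2*, which carried reads of the deleted gene at the level of wild-type, had a median log2 ratio to wild-type of 2.06 over the 16 genes, against 2.84 and 3.00 in replicates 1 and 3. Of the genes named for cluster 40, CDPK1, SIP2 and ALBA1 were at 0.76, 0.77 and 1.11 in *ap2-g2* schizonts and ALBA4 at -0.69, and none passed. ALBA1 ranged from -0.06 to 1.49 when single replicates were left out. MSP1 (PBANKA_083100), which earlier work cited by the paper lists among the targets, was at 1.22 (standard error 0.51, adjusted p = 0.22). From earlier work on the targets of AP2-G2, the paper proposes that inappropriate derepression in gametocytes may explain the developmental phenotype, if gametocytes then degenerate. It sets the enrichment of sporozoite and liver stage genes in cluster 9 beside this hypothesis.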

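The circumsporozoite protein gene *csp* (PBANKA_040320) had 112, 13.9 and 149 CPM in replicates 1, 2 and 3 of *ap2-g2* schizonts and 1.41, 7.07 and 12.2 CPM in the wild-type replicates of the same set. The mean was 91.3 ± 69.6 CPM (SD, n = 3) against 6.90 ± 5.40 CPM (SD, n = 3), a log2 fold change of 3.99 (standard error 0.88, adjusted p = 0.043 from edgeR), which did not pass the thresholds. With DESeq2's Wald test it was 4.05 (adjusted p = 3.9e-06) and passed. Replicate 2, with 13.9 CPM, carried reads of the deleted gene at the level of wild-type and lay just above the highest wild-type library. Ordered by abundance among the 5127 features, *csp* ranked 1782, 3316 and 1332 in the 3 *ap2-g2* libraries and between 4411 and 4740 in the wild-type libraries of the set. In *ap2-g* schizonts it had 32.5, 0.585 and 2.02 CPM.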

One of the upregulated genes, however (encoding the circumsporozoite protein [CS], the major surface protein of sporozoites), was so abundant in *ap2-g2* schizont cultures that we suspected transcriptional dysregulation was not limited to the small number of “contaminating” gametocytes but more likely extended to the schizonts that accounted for the majority of parasites in the cultures. Importantly, this could help explain the reduced asexual growth rate of the *ap2-g2* mutant in vivo.

To address this possibility, we generated a double mutant with *ap2-g* (Figure S5), reasoning that this would block sexual development already at the point of commitment, such that all remaining deregulation would have to originate from asexual blood stages. The double mutant lacked gametocytes, as expected, but dysregulation of cluster 9 sporozoite and liver stage genes was reproduced (Figure 6A). Furthermore, despite the absence of gametocytes in the *ap2-g* genetic background, we additionally observed upregulation of gametocyte-specific and ookinete-specific genes upon deleting *ap2-g2* (Data S5). Importantly, transcriptional derepression of these genes led to expression of the corresponding proteins in asexual cultures, as shown by a proteometric analysis (Figure 6B; Data S5). Ectopically expressed proteins in double KO schizonts included CS; the gametocyte surface protein CCP1; the liver stage exported protein, LISP2 (Orito et al., 2013); nearly the complete type II fatty acid biosynthesis pathway of the apicoplast, including three components of the pyruvate dehydrogenase complex (PDC); as well as FabI, FabG, and FabB/FabF proteins, which in wild-type parasites are essential only in liver stages (Yu et al., 2008). Double KO schizonts produced substantial amounts of CS protein, which ectopically localized to the merozoite surface (Figure 6C). CS was not expressed in the parental *ap2-g* line (Figure S6A). CS was also absent from ring and trophozoite stages of the double mutant (Figure 6C), showing that some stage-specific control was maintained, probably involving additional transcriptional regulators other than AP2-G2. Taken together, these data showed that AP2-G2, in addition to its role in the gametocyte development, is important for transcriptional repression in schizonts, but that its targets differ significantly at that stage.

## Discussion

In a systematic KO screen, we have here revealed new cellular functions for five ApiAP2 genes, doubling the number of family members known to be required for parasite transmission by mosquitoes. Additionally, 14 genes that have resisted disruption are likely to function in asexual replication and can now be investigated further using conditional knockdown approaches that have recently become available in *P. berghei* (Philip and Waters, 2015, Pino et al., 2012). Additional work will be required to define more precisely the primary targets of *ap2-o2*, *ap2-o3*, *ap2-o4*, *ap2-sp2*, and *ap2-sp3*; their DNA-binding specificities; and how these relate to the cellular phenotypes of the mutants. However, the comparative analysis of how stage-specific transcriptomes are perturbed by the disruption of different ApiAP2 genes already reveals an unexpected complexity in gene regulatory networks in *Plasmodium*.

### AP2 Genes Act Together to Create Complex Patterns of Gene Expression

In contrast to what the single-gene KO studies seemed to indicate, drastic changes in gene expression in *Plasmodium* emerge not merely from a small number of stage-specifically expressed transcriptional activators, but rather from the net effect of different DNA-binding proteins acting in concert. This is perhaps best illustrated by the role of AP2-G2 as a versatile repressor in different parasite stages. In gametocytes, for instance, repression of one set of genes by AP2-G2 presumably needs to be overcome by AP2-G during sexual differentiation, but other activating ApiAP2 proteins need to overcome repression of other genes in asexual blood stages. Other ApiAP2 proteins with pleiotropic functions include *ap2-o* and *ap2-sp*, which we here show to contribute to normal gene expression and growth in asexual blood stages, in addition to their published functions as direct transcriptional activators in ookinetes and sporozoites, respectively (Yuda et al., 2009, Yuda et al., 2010). This is reminiscent of model eukaryotes, where complex gene expression patterns are the result of hierarchical networks, within which transcription factors function in combination and sometimes synergistically (Gerstein et al., 2012, Levo and Segal, 2014). In such networks, both recognition of the binding site and the direction and magnitude of the resulting regulation depend strongly on the context provided by other binding sites (Stampfel et al., 2015), adding to the plasticity of the whole system. It appears that the *Plasmodium* transcriptome is regulated in a similar way and that ApiAP2 proteins are key factors involved in this process.

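In schizonts, the median proportion of reads of the rederived cluster 31 was 0.0185 in wild-type (SD of the library means 0.0058, n = 6), 0.0029 in *ap2-g* (SD 0.0020, n = 3), 0.0097 in *ap2-g2* (SD 0.0053, n = 3) and 0.0657 in *ap2-sp* (SD 0.0148, n = 3). The differences from wild-type were larger than the replicate SD in these 3 mutants. In the other 8 mutants the median proportion lay between 0.0122, in *ap2-o*, and 0.0302, in *ap2-sp3* (SD 0.0146, n = 3). Each library of *ap2-sp3*, *ap2-l* and *ap2-sp2* lay above the wild-type libraries of its own sequencing run. In *ap2-sp3*, replicate 1 was at 0.0453 against 0.0231, and replicates 2 and 3 at 0.0278 and 0.0164 against 0.0101 and 0.0118. This did not hold for *ap2-o4* and PBANKA_131970, the other mutants of set B besides *ap2-sp*.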

A particularly striking example of a set of transcripts that change in a large number of ApiAP2 gene KOs is provided by cluster 31 (Figure 5). Importantly, this cluster is made up mostly of mRNAs, whose increased abundance in macrogametocytes is known to rely critically on posttranscriptional stabilization (Mair et al., 2006). The relatively high abundance of these transcripts in ookinete cultures of the *ap2-o3* mutant may therefore not reflect increased expression but reduced turnover, possibly due to developmental arrest. First, this serves as a reminder that transcript abundance is an imperfect proxy for promoter activity. Second, it illustrates that RNA-seq cannot distinguish deregulation events that are due to the direct action of an ApiAP2 protein on a target gene from indirect effects. That such indirect effects must strongly impact the transcriptomes of ApiAP2 mutants is illustrated by a network representation of how disrupting individual ApiAP2 genes affects many other members of this gene family, thereby probably affecting their target genes indirectly (Figure S6B). 

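The descriptions name 26 ApiAP2 genes. Over the 11 schizont comparisons, 275 pairs of a deleted gene and another ApiAP2 gene were tested, of which 42 had an unadjusted p under 0.05 and 5 passed the thresholds. All 5 were rises in *ap2-sp*. PBANKA_131320 had a log2 fold change of 2.47 (standard error 0.36, adjusted p = 1.1e-04), *ap2-o* of 2.22 (standard error 0.49, adjusted p = 0.0036), PBANKA_131970 of 1.81 (standard error 0.33, adjusted p = 8.0e-04), *ap2-o4* of 1.77 (standard error 0.31, adjusted p = 4.7e-04) and *ap2-g* of 1.62 (standard error 0.40, adjusted p = 0.0078). With DESeq2's Wald test, 19 pairs in 4 mutants passed (14 up and 5 down), 10 of them in *ap2-g* and 6 in *ap2-sp*.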

Hypotheses generated by the current analysis will therefore need to be tested in vitro and in vivo using binding studies and reporter assays. These limitations notwithstanding, comparative phenotyping by RNA-seq has revealed an unexpected complexity of gene expression control in *Plasmodium*, which can now be investigated further to gain a deeper understanding of how the *Plasmodium* life cycle is regulated and to assess how parasites can respond to environmental conditions, such as drug treatment.

## Experimental Procedures

### Animals and Parasite Strains

Parasites were maintained and phenotyped in female Theiler’s Original (TO) outbred mice of 6–12 weeks of age. All animal procedures were conducted under a project license issued by the UK Home Office and with local ethical approval. All mutants were generated on a *P.berghei* ANKA background stably expressing a GFP/luciferase fusion protein throughout the life cycle (RMgm-29) (Franke-Fayard et al., 2008).

### KO Vector Generation and Transfections

KO vectors were designed and produced as described previously (Pfander et al., 2011) and are available as part of the *Plasmo*GEM resource (http://plasmogem.sanger.ac.uk). For transfections, 1 μg vector was released from the plasmid backbone by restriction with an *NotI* and electroporated into purified schizont-stage parasites using a standard protocol (Janse et al., 2006b). Following selection with pyrimethamine, resistant parasites were initially genotyped for the presence of the selection cassette by PCR, cloned by limiting dilution, and then genotyped in-depth by PCR and southern hybridization of separated chromosomes, as appropriate.

### Phenotyping of the Mutant Clones

For blood stage and early sexual stage phenotyping, three mice were injected intraperitoneally with 150 μLof 6 mg/mL phenylhydrazine to induce reticulocyte formation, followed by an intraperitoneal injection of 5 × 10e7 parasitized RBCs 2 days later. Asexual parasitemia and male and female gametocytemias were assessed using Giemsa-stained thin blood smears on day 3 post-infection. Exflagellation efficiency was determined in the same animals by mixing 5 μL blood from the tail vein into 500 μL exflagellation medium (RPMI 1640 containing 25 mM HEPES, 4 mM sodium bicarbonate, 5% FCS, and 100 μM XA [pH 7.4]) and counting exflagellation centers per 1,000 RBCs 12–15 min afterward in a Neubauer heamocytometer. Ookinete conversion assays were performed by adding 500 μL blood to 10 mL full ookinete medium (RPMI1640 containing 25 mM HEPES, 10% FCS, and 100 μM XA [pH 7.5]) and incubating at 19°C for 20 hr. The efficiency of conversion and morphology of the cells were assessed on Giemsa-stained thin films and by live microscopy using Cy3-conjugated 13.1 monoclonal anti-P28 antibody staining.

To investigate mosquito stages, ∼100 female *Anopheles stephensi* mosquitoes, 6–9 days old, were allowed to feed for 20 min on 2 mice that 3 days earlier had been injected with 5 × 10e7 parasitized RBCs. Seven days later, midguts of 20 mosquitoes were dissected and photographed under fluorescence illumination. The pictures were then processed using Fiji software with particle counter plug-in to quantify the number and size of oocysts. On day 14, oocysts were additionally imaged using bright field illumination to monitor sporulation within the oocysts. On day 21, salivary glands of two batches of 10 mosquitoes were dissected and homogenized, and the number of sporozoites was quantified in a hemocytometer. The capacity of sporozoites to infect a new host was assessed using the same batch of mosquitoes on day 24 post-infection by allowing all remaining mosquitoes to feed for 10 min on three naive mice that were then monitored daily for the appearance of blood stage parasites.

In all phenotyping experiments, a wild-type parasite was included alongside the mutant to control for biological and technical variability between the experiments. At least two blood stage and two mosquito stage phenotyping experiments were performed for each of the mutants. For the parasites not described previously, this was repeated with two independent KOs. See Supplemental Experimental Procedures for additional phenotyping assays.

### Transcriptome Sequencing and Analysis

Schizonts, gametocytes, and ookinetes were purified and used for RNA-seq library production as described in the Supplemental Experimental Procedures. Pools of indexed libraries were sequenced on an Illumina HiSeq2500 using 100 bp paired-end reads, and the read counts for all predicted *P. berghei* transcripts were generated. R 3.0 software with the DEseq2 package was used for PC and differential expression analyses. To cluster expression profiles, reads were first normalized for library size and genes with <50 reads across all samples were removed. For each remaining gene and experimental condition, the mean percentage of the normalized reads for all replicates was then expressed as a proportion of all reads for that gene. Clusters of co-regulated genes were identified by Ward’s hierarchical clustering with a cut-off set to 49 clusters.

The enrichment for GO terms, metabolic pathways, and stage-specific datasets was performed using Fisher’s exact test. For motif analysis, a command line version of DREME (Discriminative Regular Expression Motif Elicitation) (Bailey, 2011) was used with the predicted motif size of 4–10 bp and cut-off E value of 0.05. The 2 kb sequence upstream of all genes from the cluster was used as a test sequence and the remaining promoters in the genome as a reference dataset. Further details of data analysis are available in the Supplemental Experimental Procedures section, and the full dataset was submitted to the Gene Expression Omnibus (GEO: GSE80634).

### Proteome Analysis

Purified schizont samples were prepared as for the transcriptome analysis, total protein was extracted from parasite pallet of three replicates per clone and digested with trypsin, and samples were labeled using TMT10plex technology (Thermo Fisher). The *ap2-g* replicates served as reference samples (see Supplemental Experimental Procedures for further details).

## Author Contributions

K.M. and O.B. conceived of and designed the study, with initial input from C.P. K.M. and C.P. generated the KO vectors and parasites lines. K.M., A.R.G., K.D., and C.S. conducted the phenotyping assays. D.G. performed TEM. K.M. and L.C. generated and analyzed RNA-seq data. L.Y. and J.C. generated and analyzed mass spectroscopy data. O.B. and J.C.R. supervised the work. K.M. and O.B. wrote the manuscript with contributions from all authors.

## Figures and Tables

**Figure 1:**
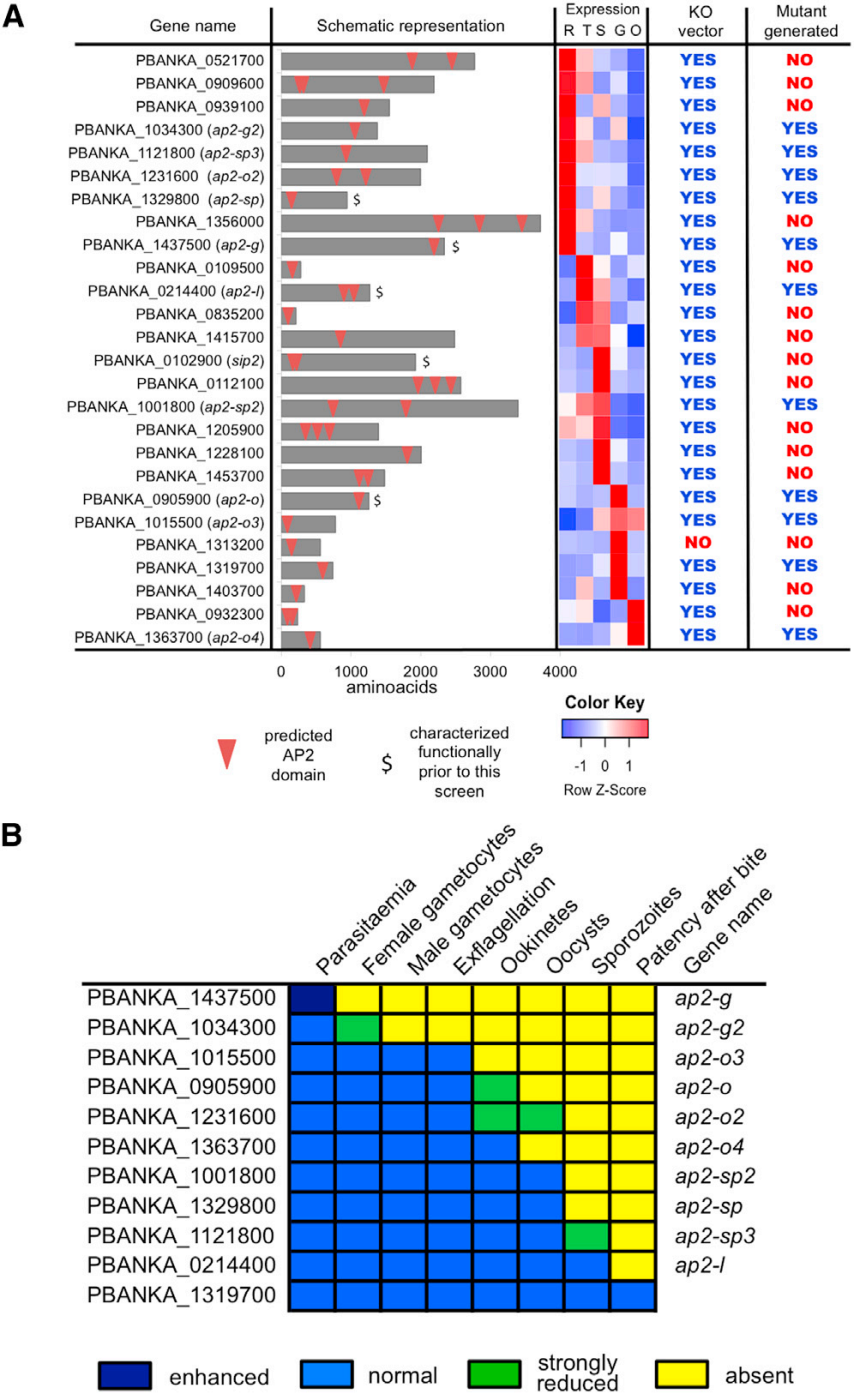
Systematic Phenotyping of ApiAP2 Gene KOs in *P. berghei* (A) Schematic representation of *P. berghei* ApiAP2 genes and KO clones obtained in this study. Expression data for ring (R), trophozoite (T), schizont (S), gametocyte (G), and ookinete (O) stage are from Otto et al. (2014). (B) Summary of a high-level phenotypic screen of eleven ApiAP2 KOs. Phenotypes were called if parasite numbers were reduced >80% or increased >20% compared to a wild-type control studied in parallel. Experiments were performed as triplicates on at least two separate occasions. Previously undescribed phenotypes were confirmed with independently created KO clones. For the complete data, see Data S1.

**Figure 2:**
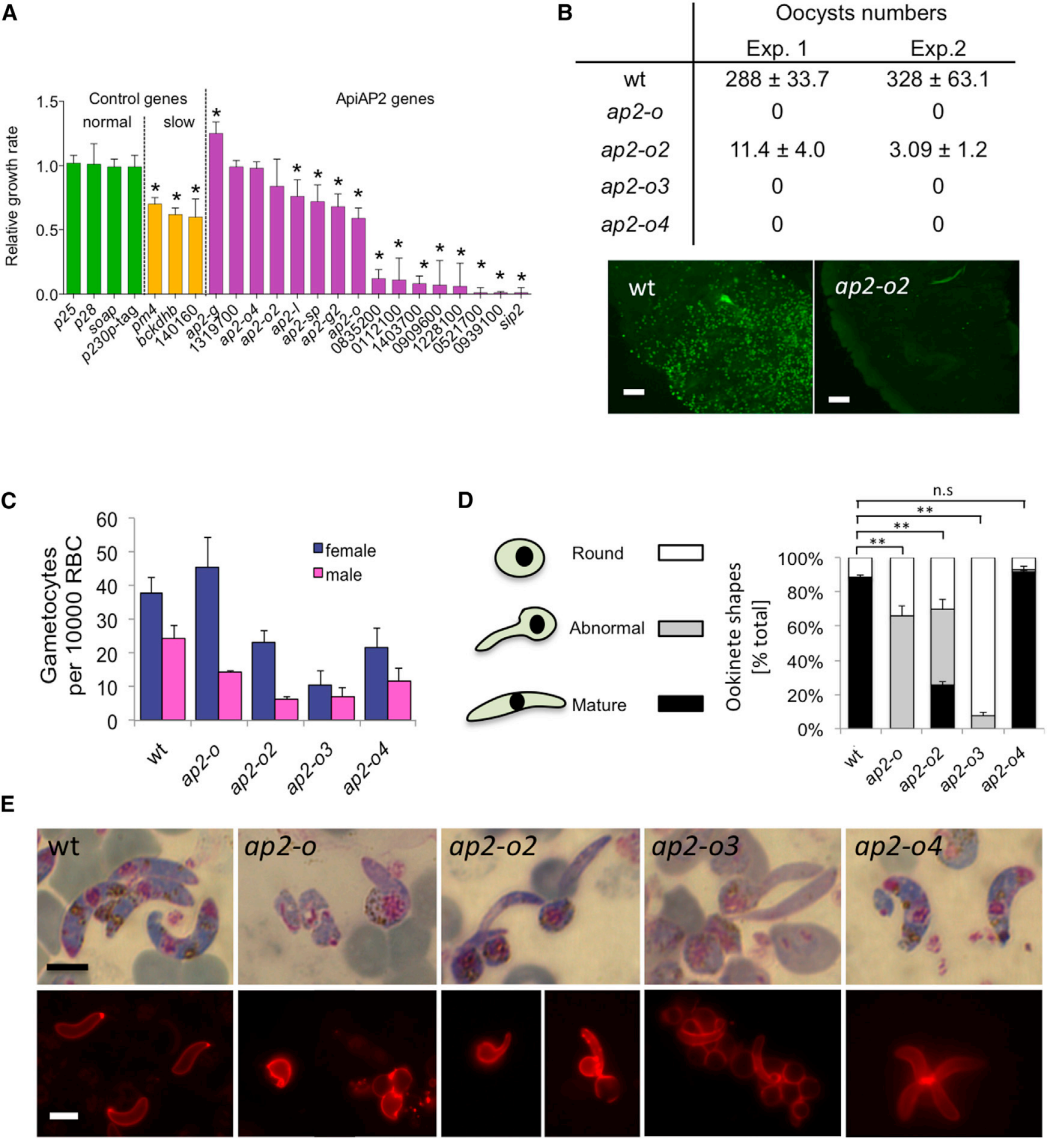
STM Analysis of ApiAP2 Family and Detailed Phenotyping of Four Mutants that Fail to Produce Infectious Ookinetes (A) Competitive fitness of 16 ApiAP2 KOs (purple) as determined by barcode counting following co-transfection of barcoded vectors. Growth rates were determined from barcode counts and are expressed relative to four mutants with wild-type growth (green). Known attenuated control mutants are shown in orange. Relative growth rates are given as the arithmetic mean of measurements taken on days 5, 6, 7, and 8 post-transfection and error bars show SDs from three transfections. Asterisk (^∗^) indicates significantly different from the pool of reference vectors with no growth effect (p < 0.05). (B) Oocysts per midgut 7 days after mosquitoes had fed on infected mice. At least 15 mosquitoes were dissected per group and arithmetic means ± SE are shown. (C) Male and female gametocytemia determined on Giemsa-stained blood films on day 3 post-infection. Error bars show SDs from three infected mice. (D) Distribution in 20 hr ookinete cultures of different parasite forms expressing the macrogamete/ookinete marker P28. At least 100 P28-positive cells were counted in each sample. Error bars show SDs from three cultures. (E) Sexual stage morphology 20 hr after gametocyte activation in culture as seen on Giemsa-stained blood films (top panels) and by live IFA using a Cy3-conjugated P28 antibody (bottom panels). Scale bar, 5 μm.

**Figure 3:**
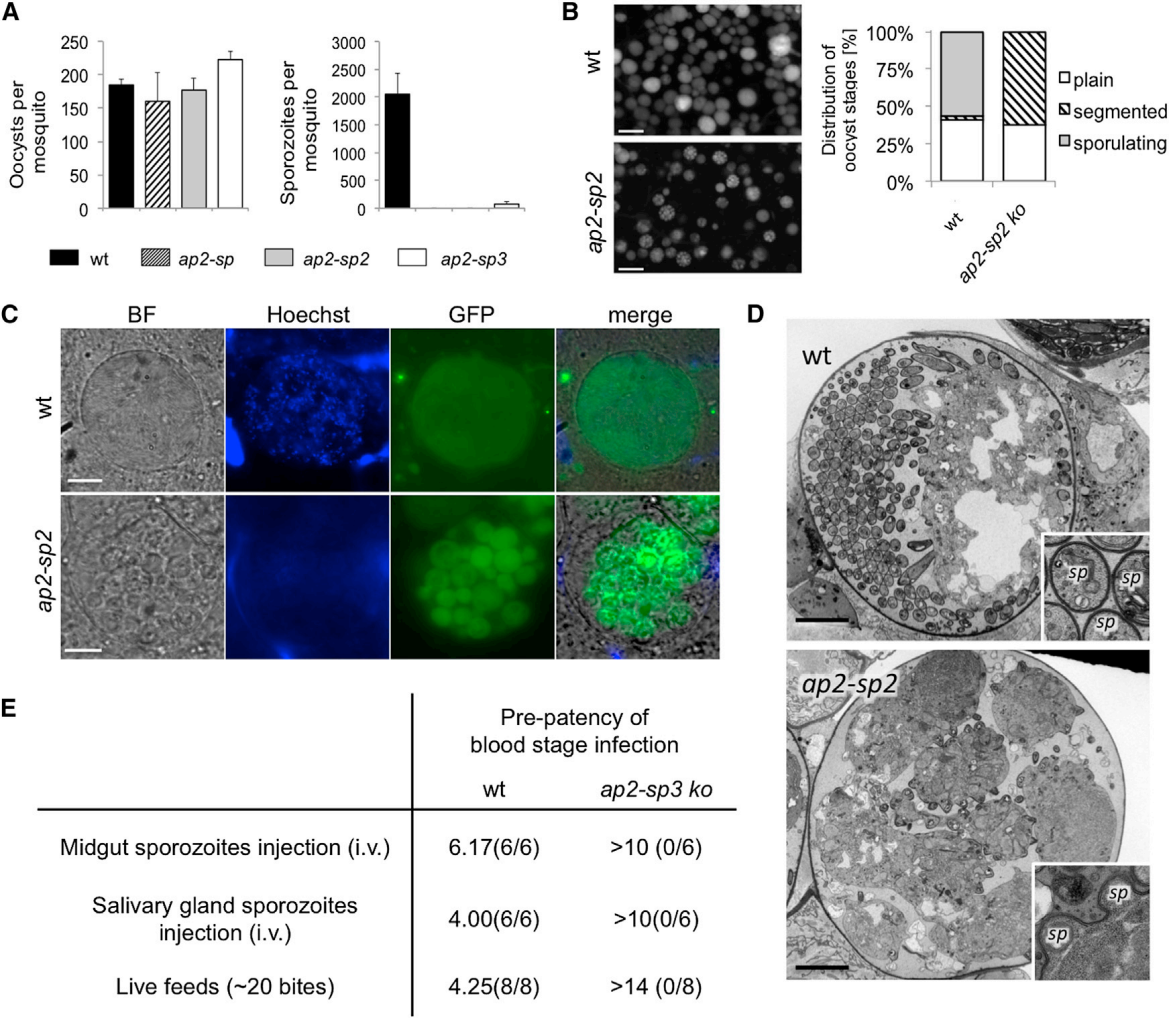
In-Depth Phenotypic Analysis of Three ApiAP2 Genes Required for Sporozoite Production (A) Midgut oocysts and salivary gland sporozoites in mosquitoes fed on infected mice. Error bars show SDs from 15 midguts (day 7 post-feeding) or 3 batches of 10 pairs of glands (day 21 post-feeding), respectively. (B) Representative fluorescence micrographs of wild-type and *ap2-sp2*-infected mosquito midguts showing different stages of sporogony as patterns of cytosolic GFP expression in oocysts on day 12 post-feeding (left; scale bar, 20 μm). The bar chart shows a quantitation of sporogonic stages averaged from ten midguts from two independent experiments. (C) Light and fluorescence micrographs of typical oocysts showing incomplete sporogony in *ap2-sp2*. Hoechst 33342 dye shows DNA. Scale bar, 5 μm. (D) TEMs showing normal sporogony in wild-type oocysts (upper panel) and incomplete budding of *ap2-sp2* sporozoites from sporogonic islands (lower panel). Scale bar, 5 μm. (E) Prepatency of blood stage infections in days following administration of sporozoites by intravenous injection, or by mosquito bite. Pooled data from independent experiments using two different *ap2-sp3* clones are shown. Prevalence is shown in brackets (infected mice/total).

**Figure 4:**
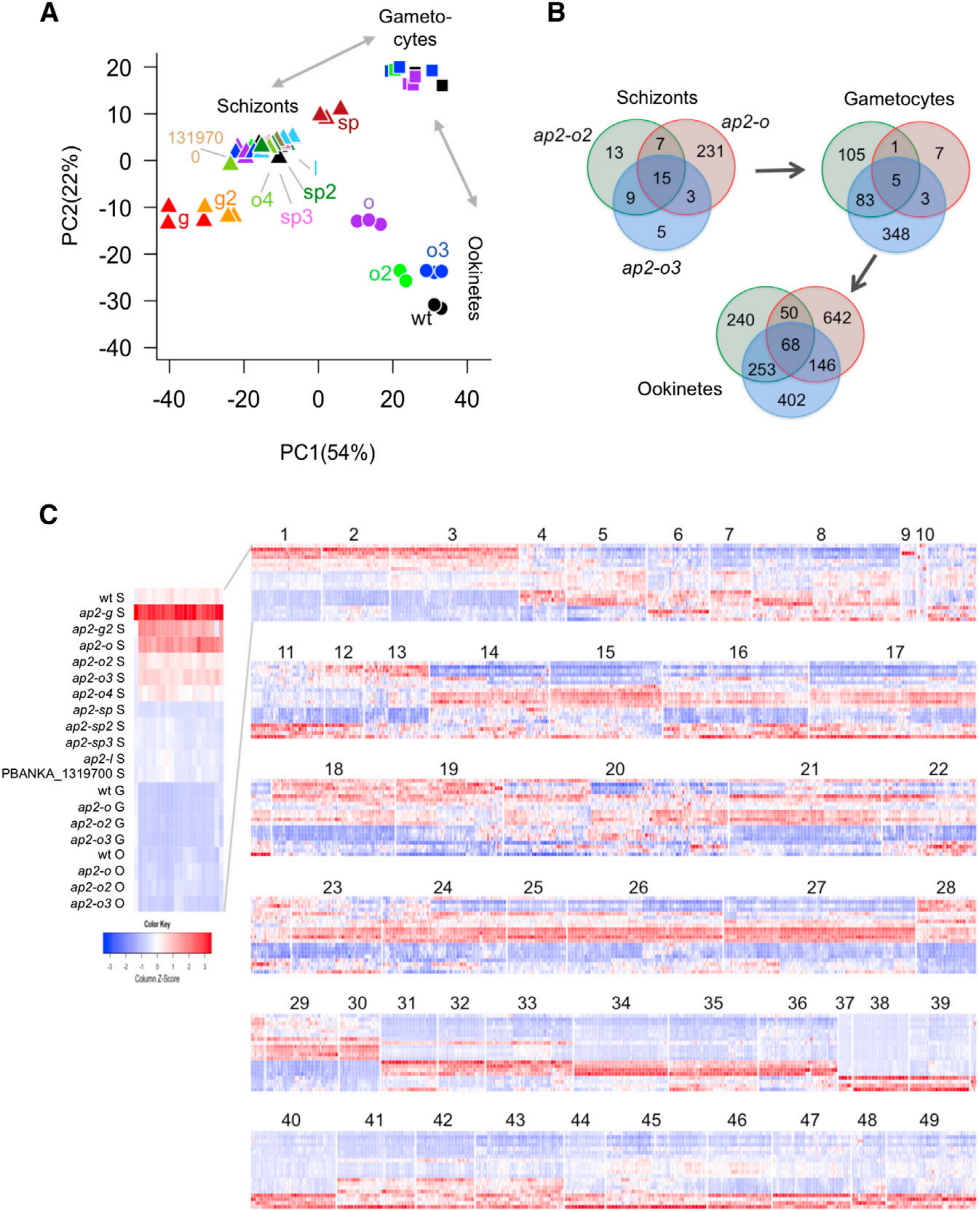
Comparative Transcriptomics of ApiAP2 KOs at Different Life Cycle Stages (A) PC analysis of all transcriptome samples. Colors indicate strains, and shapes indicate life stages. (B) Number of differentially expressed genes (absolute fold change > 2 and adjusted p value < 0.01) in three ookinete mutants at different life stages. (C) Heatmap showing the expression of 4751 *P. berghei* genes through different strain/stage combinations. The gene transcripts are ordered according to their expression patterns using Ward hierarchical clustering. The borders of 49 gene expression clusters are marked.

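With the summed CPM of each gene over the 62 libraries required to be at least 50, 4895 of the 5127 features were kept for clustering. The profile of each gene held 20 values, 12 of schizonts and 4 each of gametocytes and ookinetes. The wild-type schizont value was the mean of all 6 wild-type libraries. With the 3 libraries of set A alone, the adjusted Rand index to the clusters of Data S3 stayed at 0.372.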

**Figure 5:**
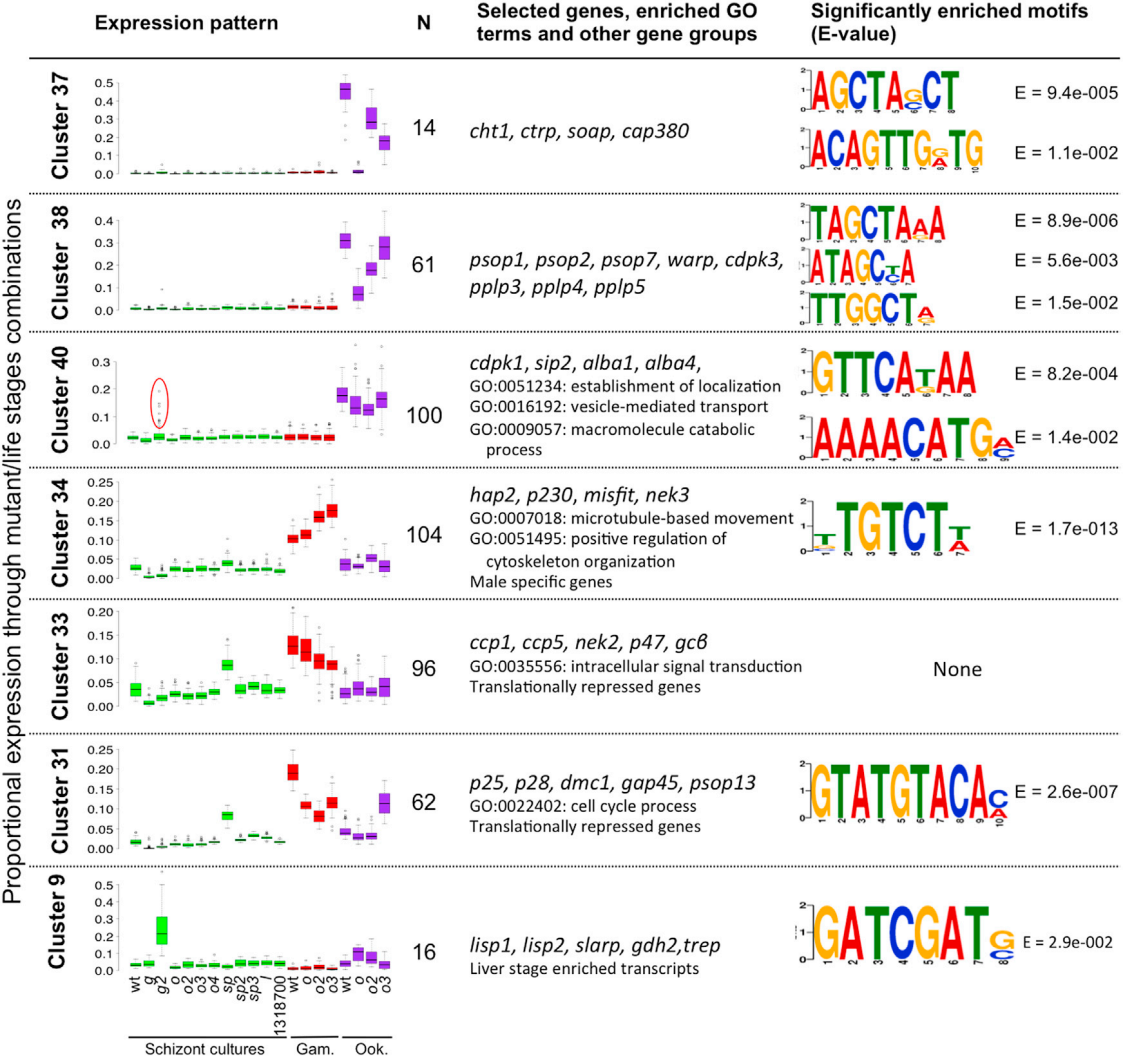
Characterization of Selected Co-expression Clusters For each stage and mutant, the average relative expression across all genes in a cluster is given. N gives the number of genes in a cluster. GO terms and functional gene groups are shown if significantly enriched (false discovery rate [FDR]-adjusted p value < 0.05). Sequence motifs shown are significantly enriched within 2 kb upstream of the start codon, as compared with all genes. See Data S3 and S4 for a comprehensive analysis of all clusters.

**Figure 6:**
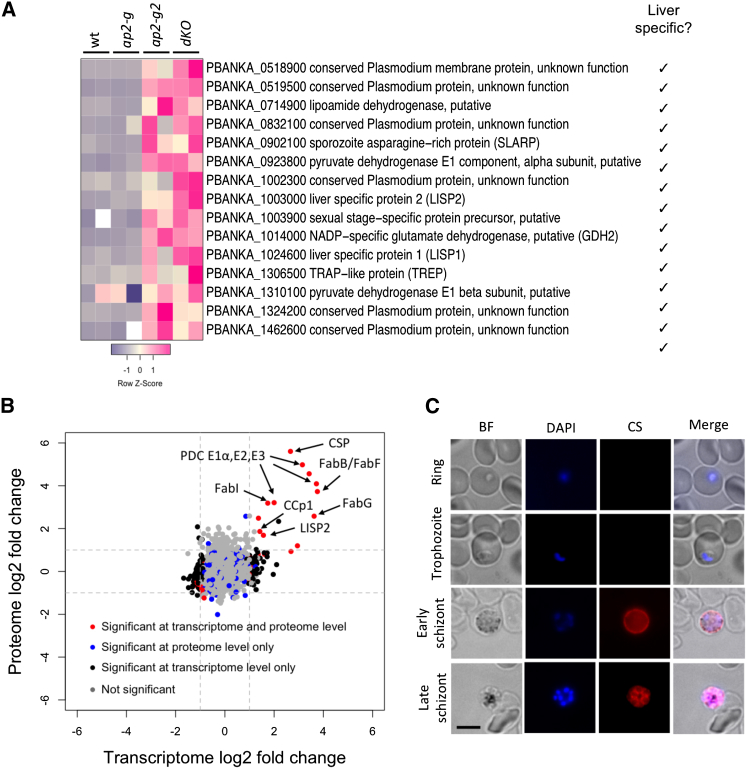
A Double Mutant with *ap2-g* Identifies *ap2-g2* as Repressor in Asexual Blood Stage (A) Heatmap showing expression of cluster 9 genes in blood stage cultures. Row-scaled reads per kilobase of transcript per million mapped reads (RPKM) counts for two replicates are shown for each parasite line: wild-type, both single mutants, and the *ap2-g/ap2-g2* double mutant (dKO). Genes previously identified as strongly upregulated at the liver stage (Tarun et al., 2008) are marked. (B) Assessing the impact on schizont proteome and transcriptome of deleting *ap2-g2* in a gametocyte-deficient *ap2-g* mutant. Normalized transcript and protein ratios for 2,169 genes detected as both transcript and protein are plotted against each other. See Data S5 for the underlying datasets. (C) Fluorescence micrographs showing aberrant expression and localization of the sporozoite surface protein CSP in schizonts of the *ap2-g/ap2-g2* double mutant. Fixed and permeabilized infected RBCs were stained with Cy3-conjugated CSP monoclonal antibody. Schizonts from an ap2-g2 single mutant also expressed CSP, while no fluorescence was observed in *ap2-g* schizonts (Figure S6A). Scale bar, 5 μm.

# Supplementary material for: A Knockout Screen of ApiAP2 Genes Reveals Networks of Interacting Transcriptional Regulators Controlling the Plasmodium Life Cycle
**Source:** Cell Host Microbe. 2017 Jan 11;21(1):11–22. doi: 10.1016/j.chom.2016.12.003
**Supplement:** Data S4. Characterization of the 49 Co-expression Clusters Generated from ApiAP2 Expression Data — Related to Figures 4 and 5.

|           | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                                                                                                                                                                                                                                                                                                                       | Motif enriched within the cluster                                                     |
|-----------|-------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cluster 1 | 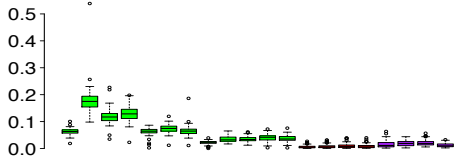   | 78  | <p>Characteristics of Plasmodium falciparum export proteins that remodel infected erythrocyte (<math>P=5.64e-06</math>)</p> <p>Genes coding for components involved in ribosome assembly (<math>P=3.93e-05</math>)</p> <p>Maturation and export of 60S and 40S ribosomal subunits (<math>P=3.93e-05</math>)</p> <p>Translocon of exported proteins (PTEX) (<math>P=5.32e-05</math>)</p> | none                                                                                  |
| Cluster 2 | 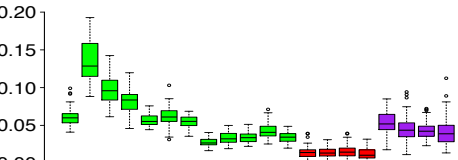   | 74  | <p>Genes coding for components involved in ribosome assembly (<math>P=2.13e-16</math>)</p> <p>Maturation and export of 60S and 40S ribosomal subunits (<math>P=1.57e-10</math>)</p>                                                                                                                                                                                                     | none                                                                                  |
| Cluster 3 | 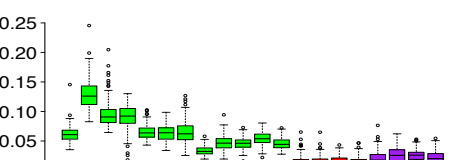   | 142 | <p>Genes coding for components involved in ribosome assembly (<math>P=8.53e-04</math>)</p> <p>Maturation and export of 60S and 40S ribosomal subunits (<math>P=2.71e-03</math>)</p>                                                                                                                                                                                                     | 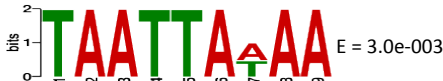   |
| Cluster 4 | 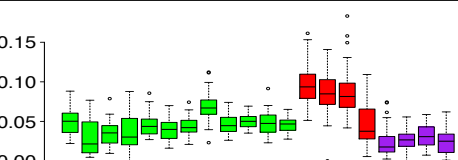  | 50  | none                                                                                                                                                                                                                                                                                                                                                                                    | none                                                                                  |
| Cluster 5 | 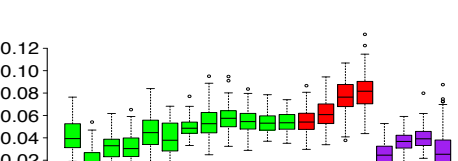 | 88  | <p>DNA Replication (<math>P=1.47e-04</math>)</p> <p>Genes coding for enzymes/proteins involved in DNA replication (<math>P=5.72e-06</math>)</p> <p>Genes involved in excision-repair (<math>P=1.09e-03</math>)</p> <p>Nucleotide excision repair (<math>P=1.48e-03</math>)</p> <p>Pre-replicative complex formation and transition to replication (<math>P=3.11e-04</math>)</p>         | 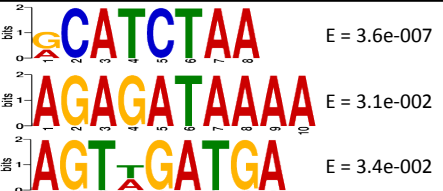 |
| Cluster 6 | 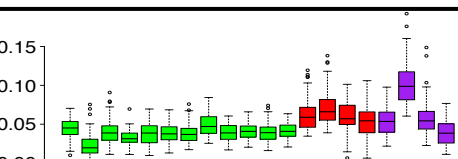 | 68  | Protein kinase coding genes ( $P=1.11e-03$ )                                                                                                                                                                                                                                                                                                                                            | none                                                                                  |

|            | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                                                                                                                                                                                                    | Motif enriched within the cluster                                                   |
|------------|-------------------------------------------------------------------------------------|-----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| Cluster 7  | 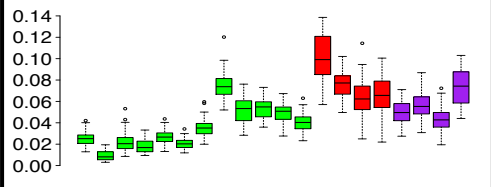   | 45  | none                                                                                                                                                                                                                                                                 | none                                                                                |
| Cluster 8  | 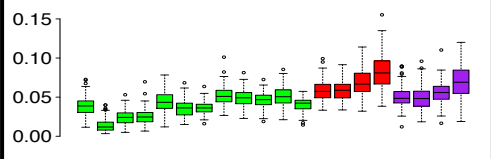   | 164 | Male_specific genes (P=1.54e-04)<br>Centriole proteins (P=1.14e-02)<br>Kinetochore power chromosome movements in mitosis (P=1.14e-02)<br>Proteins involved in steps during passage through prophase (P=1.47e-02)<br>Structure of the mitotic centrosome (P=1.14e-02) | none                                                                                |
| Cluster 9  | 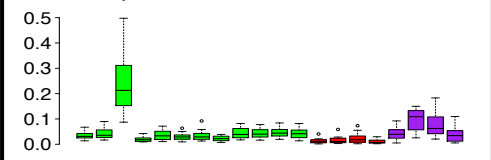   | 16  | Liver stage enriched transcripts (P=8.77e-07)<br>Pyruvate metabolism (P=7.79e-03)                                                                                                                                                                                    | 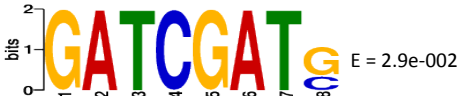 |
| Cluster 10 | 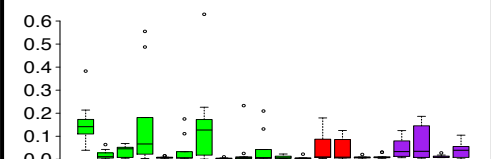  | 9   | none                                                                                                                                                                                                                                                                 | none                                                                                |
| Cluster 11 | 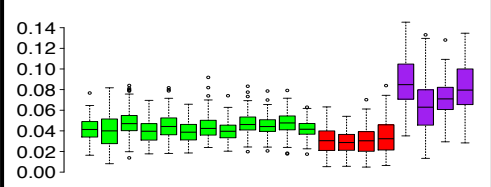 | 135 | none                                                                                                                                                                                                                                                                 | none                                                                                |
| Cluster 12 | 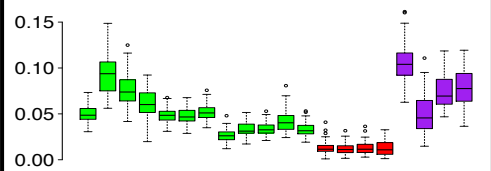 | 42  | AP2-O targets (P=7.18e-03)<br>Genes coding for components involved in ribosome assembly (P=4.32e-06)<br>Maturation and export of 60S and 40S ribosomal subunits (P=1.05e-05)<br>Pre-ribosomal particles along the 60S assembly pathway (P=5.87e-03)                  | none                                                                                |

|            | Expression profile | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                                                                                                                                                                                      | Motif enriched within the cluster |
|------------|--------------------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------|
| Cluster 13 |                    | 71  | none                                                                                                                                                                                                                                                   | none                              |
| Cluster 14 |                    | 132 | none                                                                                                                                                                                                                                                   | none                              |
| Cluster 15 |                    | 124 | Mitochondrial electron flow ( $P=3.5e-02$ )<br>Proteasome-mediated proteolysis of ubiquitinated proteins ( $P=3.5e-02$ )<br>S-Glutathionylated proteins ( $P=3.5e-02$ )<br>The acidocalcisome ( $P=3.5e-02$ )<br>Female_specific genes ( $P=4.5e-02$ ) | none                              |
| Cluster 16 |                    | 161 | none                                                                                                                                                                                                                                                   | none                              |
| Cluster 17 |                    | 208 | Female specific genes ( $P=4.13e-03$ )<br>ATP synthase complex ( $P=2.04e-02$ )                                                                                                                                                                        | none                              |
| Cluster 18 |                    | 136 | Parasite encoded proteins associated with the membrane of infected erythrocytes ( $P=8.58e-03$ )<br>Ribosomal structure (9.15-19)<br>Proteins of detergent-resistant membranes (2.86e-02)                                                              | none                              |

|            | Expression profile | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup> | Motif enriched within the cluster |
|------------|--------------------|-----|-------------------------------------------------------------------|-----------------------------------|
| Cluster 19 |                    | 118 | none                                                              | <br>E = 2.3e-002                  |
| Cluster 20 |                    | 249 | none                                                              | none                              |
| Cluster 21 |                    | 169 | Nuclear genes with apicoplast signal sequences (P=2.32e-02)       | none                              |
| Cluster 22 |                    | 148 | Initiation of translation (P=2.4e-02)                             | none                              |
| Cluster 23 |                    | 99  | Ribosomal structure (P=3.22e-13)                                  | none                              |
| Cluster 24 |                    | 137 | none                                                              | none                              |

|            | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                                                                                                                                                                                                                                                     | Motif enriched within the cluster                                                     |
|------------|-------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cluster 25 | 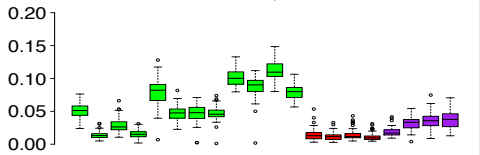   | 65  | none                                                                                                                                                                                                                                                                                                                  | none                                                                                  |
| Cluster 26 | 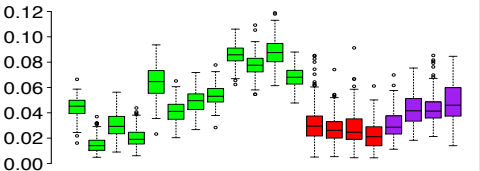   | 172 | none                                                                                                                                                                                                                                                                                                                  | 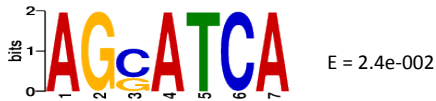   |
| Cluster 27 | 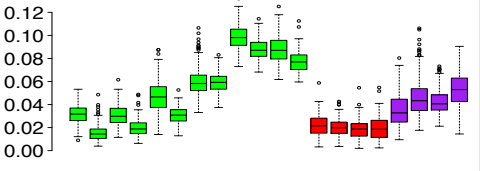   | 213 | Classical clathrin-mediated vesicular transport (P=2.03e-03)<br>Genes coding for components of the proteasome degradation machinery & their timed transcription (P=1.17e-02)<br>Genes coding for protein traffic related proteins (P=5.86e-04)<br>Glycosylphosphatidylinositol (GPI) anchor biosynthesis (P=2.25e-02) | none                                                                                  |
| Cluster 28 | 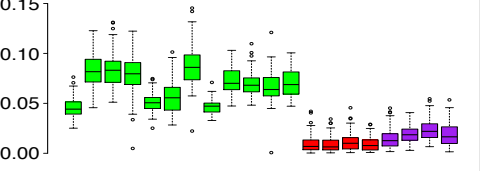  | 81  | Functional annotation of merozoite invasion-related proteins (P=8.94e-08)<br>Genes coding for GPI-anchored membrane proteins (P=7.37e-04)<br>Subcellular localization of proteins involved in invasion (P=7.46e-09)                                                                                                   | none                                                                                  |
| Cluster 29 | 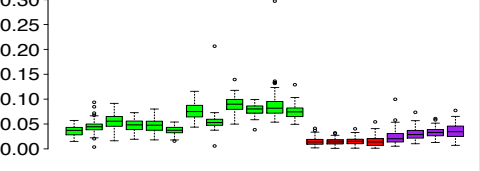 | 80  | Protein kinase coding genes (P=1.11e-03)                                                                                                                                                                                                                                                                              | none                                                                                  |
| Cluster 30 | 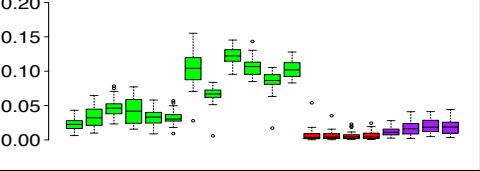 | 44  | Established and putative Maurer's clefts proteins (P=6.12e-04)<br>Functional annotation of merozoite invasion-related proteins (P=5.31e-12)<br>Roles of rhoptry neck proteins during invasion (P=4.58e-02)<br>Subcellular localization of proteins involved in invasion (P=5.33e-11)                                  | 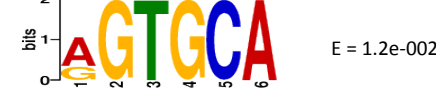 |

|            | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                                                                                                                                                                                                                                                                                                                    | Motif enriched within the cluster                                                                  |
|------------|-------------------------------------------------------------------------------------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|
| Cluster 31 | 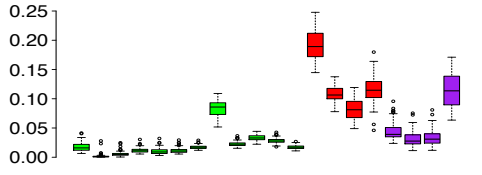   | 62  | AP2-O targets ( $P=2.05e-04$ )<br>Translationally repressed genes ( $P=4.55e-44$ )                                                                                                                                                                                                                                                                                                   | 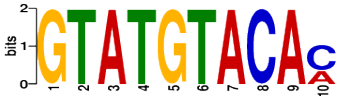 E = 2.6e-007   |
| Cluster 32 | 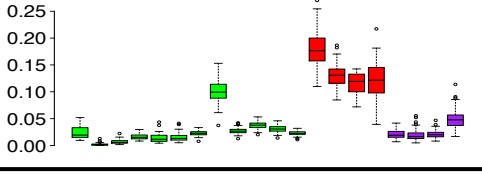   | 51  | Translationally repressed genes ( $P=1.11e-22$ )                                                                                                                                                                                                                                                                                                                                     | 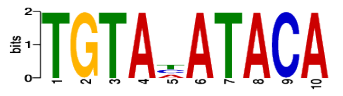 E = 1.5e-003   |
| Cluster 33 | 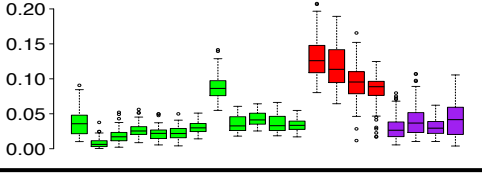   | 96  | Translationally repressed genes ( $P=1.96e-10$ )<br>Components of the linear motor responsible for merozoite motility in invasion ( $P=2.73e-04$ )                                                                                                                                                                                                                                   | none                                                                                               |
| Cluster 34 | 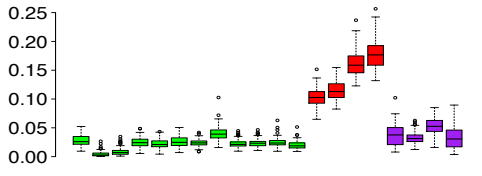  | 104 | Male specific genes ( $P=2.63e-39$ )<br>, Molecular motor prototypes( $P=1.13E-07$ )<br>Kinetochores power chromosome movements in mitosis ( $P=6.14E-06$ )<br>Regulation of spindle microtubule dynamics ( $P=1.31e-5$ )<br>Structure of the mitotic centrosome ( $P=3.73e-03$ )<br>Putative organization of the kinetochore ( $6.66e-03$ ) ,<br>Centrosome proteins ( $3.76e-02$ ) | 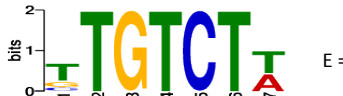 E = 2.3e-002   |
| Cluster 35 | 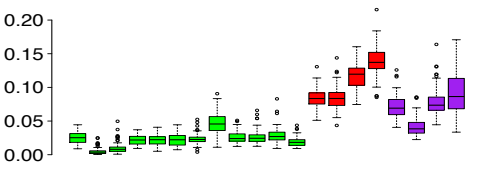 | 98  | Male specific genes ( $P=7.26e-19$ )                                                                                                                                                                                                                                                                                                                                                 | 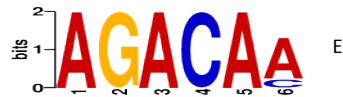 E = 7.7e-008 |
| Cluster 36 | 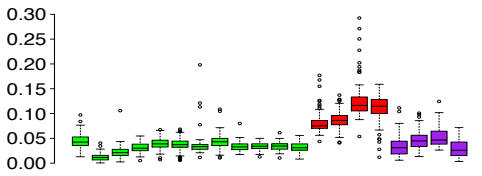 | 87  | Male specific genes ( $P=4.93e-13$ )                                                                                                                                                                                                                                                                                                                                                 | none                                                                                               |

|            | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup>                 | Motif enriched within the cluster                                                                                                   |
|------------|-------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Cluster 37 | 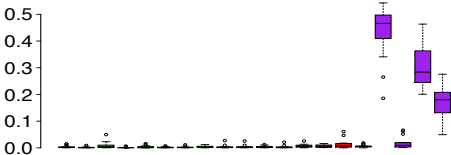   | 14  | AP2-O targets (P=7.8e-07)                                                         | 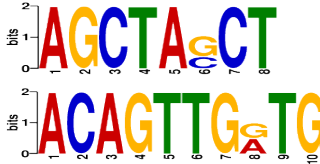<br>E = 9.4e-005<br>E = 1.1e-002                 |
| Cluster 38 | 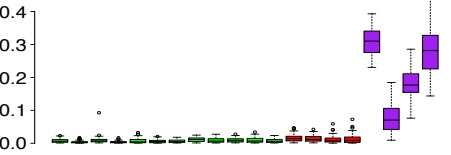   | 61  | Role of perforin 1 in merozoite egress (P=2.37e-02)<br>AP2-O targets (P=1.55e-29) | 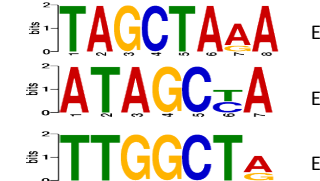<br>E = 8.9e-006<br>E = 5.6e-003<br>E = 1.5e-002 |
| Cluster 39 | 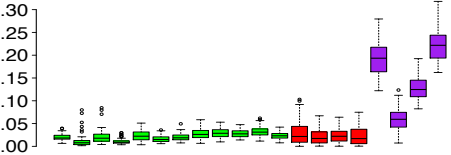   | 66  | AP2-O targets (P=5.08e-26)                                                        | 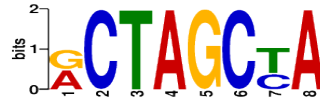<br>E = 1.9e-004                                 |
| Cluster 40 | 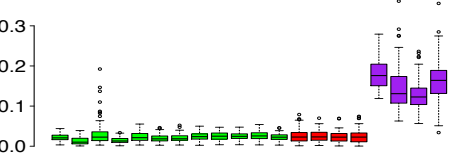  | 100 | AP2-O targets (P=3.22e-09)                                                        | 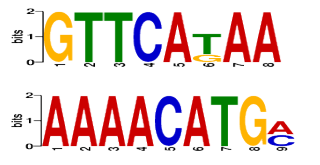<br>E = 8.2e-004<br>E = 1.4e-002                |
| Cluster 41 | 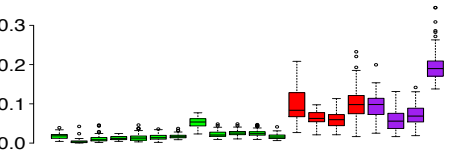 | 86  | Translationally repressed genes (P=6.04e-11)<br>AP2-O targets (P=7.39e-10)        | 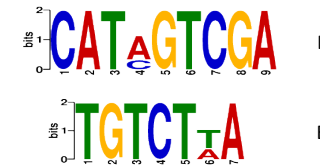<br>E = 2.7e-003<br>E = 3.3e-003               |
| Cluster 42 | 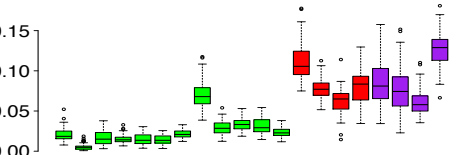 | 64  | Female specific genes (P=5.58e-03)                                                | 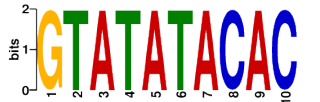<br>E = 2.0e-002                               |

|            | Expression profile                                                                  | N   | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup> | Motif enriched within the cluster                                                                                                  |
|------------|-------------------------------------------------------------------------------------|-----|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|
| Cluster 43 | 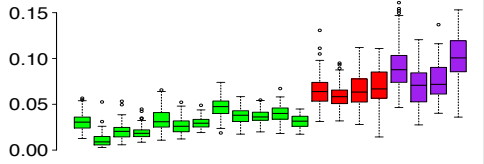   | 97  | Male specific genes (P=2.03e-02)                                  | 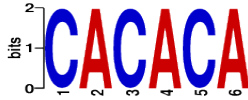 E = 5.0e-003                                   |
| Cluster 44 | 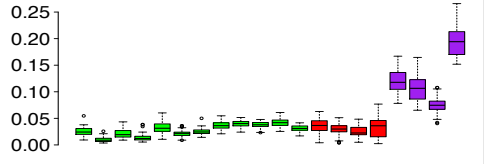   | 44  | AP2-O targets (P=2.75e-03)                                        | none                                                                                                                               |
| Cluster 45 | 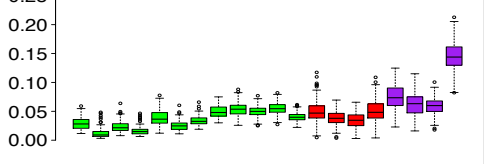   | 111 | none                                                              | none                                                                                                                               |
| Cluster 46 | 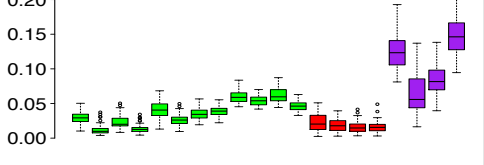  | 70  | AP2-O targets (P=3.05e-05)                                        | none                                                                                                                               |
| Cluster 47 | 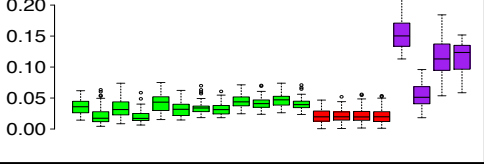 | 86  | AP2-O targets (P=9.24e-10)                                        | 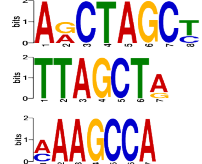 E = 2.4e-012<br>E = 3.9e-003<br>E = 3.4e-002 |
| Cluster 48 | 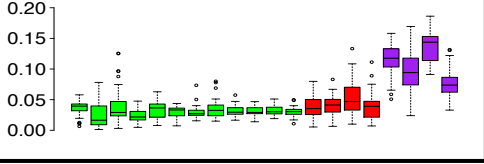 | 37  | none                                                              | none                                                                                                                               |

|            | Expression profile                                                                | N  | Enrichment analysis (MPMP and additional datasets) <sup>(C)</sup> | Motif enriched within the cluster |
|------------|-----------------------------------------------------------------------------------|----|-------------------------------------------------------------------|-----------------------------------|
| Cluster 49 | 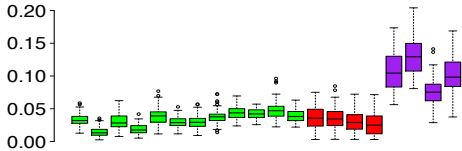 | 99 | none                                                              | none                              |

**Data S4, related to Figure 4 and 5. Characterization of the 49 co-expression clusters generated from ApiAP2 expression data.**

Expression of genes from the cluster at each strain/stage combination plotted as the average proportion of library-size-corrected reads assigned to the libraries of a given type. Schizont (green), gametocyte (red) and ookinete (purple) libraries are presented in the same order as shown in Fig. 5. N = the number of genes in a cluster. The enrichment in **Malaria Parasite Metabolic Pathways (MPMP)** (<http://mpmp.huji.ac.il>) and stage specific gene groups is shown if significant. P values of Fisher exact test after FDR correction are shown. GO terms enrichment for the same clusters can be found in the Data S3. Sequence motifs shown are significantly enriched within 2 kb upstream of the start codon, as compared with all the promoters in the genome. E- values of enrichment are given as calculated by the DREME software.

How the deposited data were processed for this re-analysis (not part of the article)

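The data analysed here are read counts per transcript from 62 RNA-seq libraries of *P. berghei*: 39 of schizont cultures (6 of wild-type and 3 each of 11 ApiAP2 mutants), 12 of gametocytes (3 each of wild-type, *ap2-o*, *ap2-o2* and *ap2-o3*) and 11 of ookinete cultures (3 each of wild-type, *ap2-o* and *ap2-o3* and 2 of *ap2-o2*). The authors made strand-specific libraries from poly(A) RNA with the dUTP method, sequenced them as 100 bp paired-end reads, counted the reads on predicted *P. berghei* transcripts and deposited these raw counts for each library, without normalization or pooling of replicates. The layout of the count tables and their summary lines are those of htseq-count, in which a read that aligns to more than 1 place is not counted on a gene. The paper's main text does not name the aligner, the genome build or the version of the annotation. Each table held whole numbers for the same 5127 features, of which 79 had no count in any library. No 2 replicates of a condition were identical. Read sequences were not used here, and neither were the imaging, infection and cross data of the paper.

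Conditions, stages, replicate numbers and sequencing runs were taken from the sample labels. Each library was then checked against the gene deleted in its strain, whose CPM (the count of a gene scaled to a common library size) is given in the first passage. The wild-type schizont libraries fall into set A, numbered 1, 2 and 3 and sequenced with *ap2-g*, *ap2-g2*, *ap2-o*, *ap2-o2* and *ap2-o3*, and set B, numbered 4, 5 and 6 and sequenced with *ap2-o4*, *ap2-sp*, *ap2-sp2*, *ap2-sp3*, *ap2-l* and PBANKA_131970. Of Data S2, S3 and S5, the parts readable here were used, with the log2 fold changes of 1081 genes in Data S2 and the cluster membership of 1997 genes in Data S3. Gene descriptions, from these same parts, covered 3885 of the 4885 tested genes, or 79.5%. Because of this gap, sets of genes defined by their descriptions are incomplete.

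Counts on genes per library ranged from 6743176 to 51965842 (median 13999011), or 71.1% to 86.8% of the reads or read pairs listed. At these depths 3 counts on a gene correspond to 0.0577 to 0.445 CPM. Abundances below these floors cannot be told from absence in the library concerned.

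Differential expression was tested in edgeR 4.0.16 (with limma 3.58.1, R 4.3.3) with TMM normalization, estimateDisp, glmQLFit and glmQLFTest at their default arguments, for each of 17 comparisons of a mutant with the wild-type libraries of its stage, and for schizonts of its set. Genes with a mean of at least 1 CPM over all libraries were tested. Genes passed with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.01, the thresholds of the legend of Figure 4B. The standard error given for a log2 fold change of edgeR is its size divided by the square root of the F statistic of the test. The stage dependence of the *ap2-o* effect was tested as an interaction of strain and stage. The PC analysis used the variance-stabilizing transformation of DESeq2 1.42.0 and the 500 most variable genes. Clusters were derived after the paper's methods, from the mean CPM of 20 strain and stage combinations as a proportion of each gene's sum, with Ward's method (ward.D) on Euclidean distances and 49 clusters, among the 4895 genes with a summed CPM of at least 50. The paper's filter is stated in reads, as fewer than 50 across all samples, and applied to the deposited reads it keeps 5002 genes. A cluster of Figure 5 beyond those listed in Data S3 was taken to be the rederived cluster that held more of its named genes than any other. The SD of the adjusted Rand index came from 100 bootstrap draws of genes. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Fisher's exact tests were two-sided, and correlations across clusters were tested with 100000 permutations.

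The genes named in the passages were chosen by a rule. They are each deleted gene, every gene that the paper names in its results text, in Figure 5 or in Figure 6A and that could be matched, the 26 genes described as ApiAP2 genes, and in each comparison the gene with the largest rise and the gene with the largest fall among those that passed and whose values in all mutant libraries lay on 1 side of all wild-type libraries. The comparisons, tests, thresholds, this rule and the following alternatives were set before the data were examined: DESeq2's Wald test in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, a single fit over all libraries of a stage, all 6 wild-type schizont libraries, the replicate number as a block (the sequencing run for set B, whose wild-type libraries are numbered differently from the mutants), each replicate left out in turn, other transformations and gene sets for the PC analysis, other scalings and ward.D2 for the clusters, and other list thresholds and pseudocounts for the gametocyte genes. After seeing the data, a block with wild-type schizont replicates 1 and 2 exchanged and DESeq2 with the replicate block were added, and so was the count of axoneme genes among those called with the replicate block. The exchange was read off the same expression values, so that the counts under it are not a test.

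The test was also run on simulated data, in which 200 genes were changed in counts drawn with the abundance and spread of the real comparisons. The changed genes were drawn from the more abundant ones, and all changes were larger than the fold change threshold. Recovery of smaller changes or of scarce genes was not measured. The share of changed genes that edgeR recovered was 28.5% for *ap2-o* schizonts, 84.5% for *ap2-sp* schizonts, 2.00% for *ap2-o3* gametocytes, 95.0% for *ap2-o* ookinetes and 97.0% for *ap2-o2* ookinetes. DESeq2 recovered 63.5%, 89.0% and 57.5% in the first 3 of these, with up to 23 false calls. Every comparison of groups of 3 libraries across all genes was also repeated with other splits of the same libraries. Where replicate numbers are shared between strains, splits that separate as many same-numbered pairs as the real one were used (4 splits for a comparison and 32 for the interaction), otherwise all 10 splits of 3 against 3. For *ap2-o2* ookinetes, with 2 libraries, no other splits were counted. Genes in a library are not independent replicates, so that overlaps and correlations across genes describe the lists and carry no weight as tests of strains.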

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

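All tests of explanations in this part were chosen only after the result was seen, except the one without the genes enriched in gametocytes. The comparisons of mutants with wild-type and the test of the interaction of strain and stage were set before the data were examined.

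Among the 6 wild-type schizont libraries, replicate 1 stood apart from the others in the abundance of histone H2B, with 31120 CPM against 7253 to 10523 CPM in the other 5. The gap to the nearest library was 0.863 of the whole range. This was 1 of 7 measures looked at. About 1 in 20 groups passes the critical value by chance, and the gap here lay beyond that value. The same library deviated from the mean of its strain together with replicate 2 of each of the 5 mutants sequenced with it. The correlation of these deviations across genes had a mean of 0.855 (0.759 to 0.952), while libraries of set A with the same number had mean correlations of -0.45 to -0.25 with wild-type. H2B reached 18183 to 54213 CPM in these 6 libraries and 5488 to 13514 CPM in the other 12 of set A. The 10 highest genes took 9.48% to 14.5% of the counts against 4.06% to 10.8%, and 83.5% to 86.8% of reads or read pairs were on genes against 78.7% to 85.2%. A few genes taking most of the counts do not account for the shared deviation, since the mean correlation was 0.855 without the 100 highest genes. The sequencing run does not account for it either, since 6 other libraries of set A were sequenced in the same run. Gametocyte content was tested in 2 ways. The mean correlation was 0.865 without the genes enriched in gametocytes, so that leaving them out corrected nothing, and each of the 6 libraries had the lowest mean of the gametocyte genes in its strain, such as 3.61 in wild-type replicate 1 against 4.71 and 4.61 in replicates 2 and 3. In *ap2-g*, however, which the paper reports to make no gametocytes, replicates 2 and 3 both had a low mean, at 1.23 and 1.66, and H2B was at 32968 and 7058 CPM. Their difference had a slope across genes of 0.755 on that of wild-type replicate 1 from replicates 2 and 3, so that gametocyte content does not account for the shared deviation. Growth, harvest and library preparation dates are not given in the sample labels, so that a difference of culture age or preparation batch was not tested. No biological explanation was tested, because the design gives none for a difference between replicates. The pattern cannot be told apart from wild-type libraries numbered in another order than those of the mutants.

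Changes of a named gene in opposite directions at 2 stages of the same mutant, with every mutant library on opposite sides of wild-type, occurred in 7 of 297 combinations of gene, strain and stages. The difference was not tested in 6 of these 7. That of Cap380 in *ap2-o* between schizonts and gametocytes was part of the test of the interaction of strain and stage, in which 0 genes passed and 442 had an unadjusted p under 0.05. No technical explanation was tested for the 7. Chitinase (CHT1) in *ap2-o* had a log2 fold change of 2.49 in gametocytes and -7.65 in ookinete cultures, a difference of -10.13. CTRP in *ap2-o* was at 0.53 in gametocytes and -5.20 in ookinetes, a difference of -5.73. Cap380 in *ap2-o* was at -1.34 in schizonts, 1.16 in gametocytes and -4.75 in ookinetes, which gives differences of 2.50 between schizonts and gametocytes and -5.91 between gametocytes and ookinetes. LISP2 in *ap2-o* was at -0.76 in schizonts and 2.13 in ookinetes, a difference of 2.89, and PBANKA_131320 at -0.51 and 0.71, a difference of 1.22. Cap380 in *ap2-o2* was at 1.46 in gametocytes and -0.50 in ookinetes, a difference of -1.96. Of these changes, those of CHT1, CTRP, Cap380 and LISP2 in *ap2-o* ookinetes passed the thresholds, and those in schizonts and gametocytes did not.

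In *ap2-o4*, *ap2-sp2*, *ap2-sp3*, *ap2-l* and PBANKA_131970 schizonts, 32, 29, 20, 28 and 17 genes passed the thresholds. Of all these genes, 17 passed in at least 3 of the 5 mutants and 8 in all 5, and the paper's text names none of these 17. A difference of the wild-type libraries of set B accounts for part of them. For 15 of the 17 the change between wild-type of set B and of set A had the opposite sign to that in the mutants. However, in only 6 of the 17 were the mutants within 1 on the log2 scale of the wild-type libraries of set A. These 6 include PBANKA_050070, PBANKA_072300 and PBANKA_130030, which did not pass in all 5 mutants. Their values against set A differ from what their median changes give. PBANKA_072300 was at 0.0949 there, although its median change was -6.37 against set B, itself at 2.22 against set A. The count of 6 may therefore be too high. A difference that mutant lines share against wild-type lines remains, since 12 of the 17 moved the same way by more than 1 on the log2 scale in the median of the 5 mutants of set A, which were compared with other wild-type libraries. Genes described as members of multigene families, between whose copies reads may be shared, or as exported proteins made up 11 of the 17. They were 3.36% of the tested genes. Only 64.7% of the 17 have a description, so that the check is void as a count over the whole list. All of those with a description belong to this group. For several of them the description gives an exported protein of unknown function and names no family, so that 11 is not a count of family members. Reads that aligned to more than 1 place were not counted on genes, so that sharing in this form is excluded. Reads placed on a single but wrong copy were not tested, and the list cannot be told apart from that. For PBANKA_124595, which rose by 8.63 in the median of the 5 mutants, the 3 wild-type libraries of set B had 0 counts, and the means of the 5 mutants were 2.69 to 3.50 CPM. This gene was at -9.04 in wild-type of set B against wild-type of set A, and the mutants were at -0.29 against wild-type of set A, so that its rise is an absence from the wild-type libraries of set B.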

How the results depend on the processing

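The tests in this part that used other splits of the libraries were all chosen only after the results were seen, and so were the settings named as added. Where a count or value changed with a setting, the cause was not tested.

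Among alternatives, DESeq2's Wald test changed the counts of DE genes from edgeR's 1, 27, 2, 1, 0, 32 and 20 in *ap2-g*, *ap2-g2*, *ap2-o*, *ap2-o2*, *ap2-o3*, *ap2-o4* and *ap2-sp3* schizonts to 1164, 309, 153, 76, 28, 61 and 94, from 1, 5 and 0 in *ap2-o*, *ap2-o2* and *ap2-o3* gametocytes to 10, 235 and 373, and from 419 to 672 in *ap2-o2* ookinetes. Beside the counts of 0 for *ap2-o3*, 81 genes in schizonts and 707 in gametocytes had an unadjusted p under 0.05. A single fit over all libraries of a stage gave 1385, 323, 101, 41 and 30 genes in *ap2-g*, *ap2-g2*, *ap2-o*, *ap2-o2* and *ap2-o3* schizonts and 2, 31 and 129 in *ap2-o*, *ap2-o2* and *ap2-o3* gametocytes. With all 6 wild-type schizont libraries the counts were 637 in *ap2-g*, 5 in *ap2-o2*, 4 in *ap2-o3*, 4 in *ap2-o4*, 219 in *ap2-sp*, 11 in *ap2-sp2*, 6 in *ap2-sp3*, 9 in *ap2-l* and 6 in PBANKA_131970. DESeq2's size factors in edgeR gave 2 genes in *ap2-o2* schizonts, and no filter on low counts 9 in *ap2-o2* gametocytes. Under these 2 settings the other 16 counts each stayed within 1.5 times the count first given.

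The replicate block left 0 genes in *ap2-g*, *ap2-g2*, *ap2-o* and *ap2-o2* schizonts (1358, 509, 296 and 143 at an unadjusted p under 0.05) and 1 in *ap2-o3* schizonts. It gave 0 genes in *ap2-o* gametocytes (78 at an unadjusted p under 0.05), 497 in *ap2-o2* gametocytes, 683 in *ap2-o3* gametocytes and 111 in *ap2-o2* ookinetes. The sequencing run as a block gave 217 genes in *ap2-sp3*. Of the settings added after seeing the data, the block with wild-type replicates 1 and 2 exchanged gave 1947, 965, 291, 278 and 19 genes in *ap2-g*, *ap2-g2*, *ap2-o*, *ap2-o2* and *ap2-o3* schizonts, and DESeq2 with the replicate block 11, 609 and 885 in *ap2-o*, *ap2-o2* and *ap2-o3* gametocytes. The exchange was read off the same expression values, so that its counts are not a test. The replicate block was not run for the mutants sequenced with wild-type replicates 4 to 6, which are numbered differently, and no *ap2-o2* ookinete library was left out, since 1 would remain.

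With each replicate left out in turn, the counts ranged from 0 to 164 in *ap2-g*, 0 to 93 in *ap2-g2*, 0 to 0 in *ap2-o*, 0 to 1 in *ap2-o2*, 0 to 1 in *ap2-o3*, 20 to 60 in *ap2-o4*, 423 to 829 in *ap2-sp*, 18 to 32 in *ap2-sp2*, 10 to 20 in *ap2-sp3*, 13 to 26 in *ap2-l* and 9 to 18 in PBANKA_131970 schizonts. They ranged from 0 to 3, 0 to 90 and 0 to 0 in *ap2-o*, *ap2-o2* and *ap2-o3* gametocytes and from 988 to 1209, 10 to 508 and 179 to 972 in their ookinete cultures. The fits with 0 genes had between 26 and 2000 genes at an unadjusted p under 0.05. For the interaction of strain and stage in *ap2-o* the count was 0 in each fit, with 442 genes at an unadjusted p under 0.05 in the full data and 38 to 1011 with a replicate left out. Low counts cannot be put down to the number of replicates alone, since with the same number edgeR recovered 84.5% of simulated changes with the spread of *ap2-sp* schizonts and 28.5% with that of *ap2-o* schizonts.

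The share of PC1 and PC2 was 76.1% with rlog, 75.0% with log2(CPM + 1) and 63.8% with all genes. The differences in the gametocyte genes were -2.35, -0.98 and 1.78 in *ap2-g*, *ap2-g2* and *ap2-sp* with all 6 wild-type libraries. The ookinete mutants shared 66 genes with DESeq2, 18 with the replicate block and 7 in the same direction. RNA-binding genes among the *ap2-o* schizont genes numbered 5 with DESeq2, and axoneme genes up in *ap2-o3* gametocytes 1 with DESeq2 and 2 among the genes called with the replicate block, a use of the block that was added. The adjusted Rand index was 0.255 with DESeq2's size factors and 0.291 with z-scores, and the ookinete cluster proportion 0.0477 with size factors. Of 18 cluster proportions, 9 moved with size factors and 3 with ward.D2. Of the 16 genes of cluster 9, 14 passed in *ap2-g2* with DESeq2, 0 with the replicate block, 16 with the exchanged block, which was added, and 0 to 11 with a replicate left out. ApiAP2 pairs numbered 19 with DESeq2 and 8 with all 6 wild-type libraries. PBANKA_131320 in *ap2-sp* was at 1.23 with all 6 wild-type libraries. *csp* in *ap2-g2* was at 4.05 with DESeq2, 3.92 with all 6 wild-type libraries and 3.89 with the exchanged block, and passed in each.

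Direction changed for few named genes, none of which passed. PPLP5 in *ap2-o3* ookinetes was at -0.0043 with DESeq2, and NEK3 in *ap2-o* gametocytes at 0.0857 with the replicate block and 0.0875 with DESeq2 and the block. With a replicate left out, PSOP2 ranged from -0.27 to 0.043 in *ap2-o2* and from -0.44 to 0.11 in *ap2-o3* ookinetes, PPLP5 from -0.074 to 0.11 in *ap2-o3* ookinetes, P230, MISFIT and NEK3 from -0.11 to 0.92, -0.36 to 0.92 and -0.55 to 0.56 in *ap2-o* gametocytes, NEK3 from -0.11 to 0.97 in *ap2-o2* gametocytes and ALBA1 from -0.062 to 1.49 in *ap2-g2* schizonts. Among the values of named genes, DESeq2 left 104 of 112 on the same side of the thresholds and made 7 stronger. All 6 wild-type libraries left 26 of 44, with 16 weaker and 2 stronger. Leaving out replicates left 531 of 630, with 75 weaker, 9 stronger and 15 reversed. The replicate block left 74 of 88, with 9 weaker and 4 stronger, and the run block all 25.

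Other splits of the same libraries were tested for each comparison of 3 libraries against 3. In sets where numbers are shared, 4 splits were used, and only the real 1 of 4 gave as many genes in *ap2-g*, *ap2-g2*, *ap2-o* and *ap2-o2* schizonts, *ap2-o* and *ap2-o2* gametocytes and *ap2-o* and *ap2-o3* ookinetes, and for cluster 9 in *ap2-g2*. In *ap2-o3* schizonts and gametocytes, with 0 genes, all 4 did. In *ap2-o4*, *ap2-sp*, *ap2-sp2*, *ap2-sp3*, *ap2-l* and PBANKA_131970 only the real 1 of 10 did, as between the wild-type sets. In these comparisons no split other than the real one gave a gene, and the other splits had at most 2018 genes at an unadjusted p under 0.05, so that 4 or 10 splits cannot settle the matter. At that level, other splits exceeded the real count in *ap2-o* (1144 against 892), *ap2-o2* (862 against 266), *ap2-o3* (1788 against 81), *ap2-o4* (681 against 549), *ap2-sp2* (657 against 214), *ap2-sp3* (1364 against 441), *ap2-l* (2018 against 249) and PBANKA_131970 (920 against 207) schizonts and in *ap2-o* gametocytes (87 against 39). They stayed below it in *ap2-g* (717 against 2059), *ap2-g2* (956 against 997) and *ap2-sp* (190 against 1448) schizonts, *ap2-o2* (4 against 584) and *ap2-o3* gametocytes (6 against 707) and *ap2-o* (15 against 2567) and *ap2-o3* ookinetes (13 against 2286). Between the wild-type sets the numbers were 409 against 1245, and DESeq2's Wald test gave 378 genes there in place of 32. For the interaction, all 32 of 32 splits gave as many genes as the real one, an outcome fixed in advance because no gene passed there. Of these splits 2 gave genes, at most 15. The split with 15 exchanged the strain labels of all schizonts and of no gametocytes. It thus tests the effects of the deletion at both stages added together and is not a split without a strain difference. For the ApiAP2 pairs 12 of 100 draws of splits gave as many pairs as the real one, with 5 pairs at most in the others. Since all 5 pairs come from *ap2-sp*, with 10 splits, this share follows from the way the draws were made and tests nothing.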

Differences from the paper's values

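No test of a cause was run for the differences in this part, and the tests named were chosen before the results were seen except where a sentence says otherwise. Of 93 values that could be compared with the paper's, 21 differed by the rule used here, 8 of them among 68 log2 fold changes of Data S2. A gap is called closed where an alternative came within that rule, which for counts and percentages is 1.5 times the paper's value, and not only where it met that value.

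The paper gives more than 265 DE genes for *ap2-o* schizonts, and 2 genes passed here. None of the alternatives set before the data were examined closed this gap, the nearest being DESeq2's Wald test with 153, and the replicate block with wild-type replicates 1 and 2 exchanged gave 291, a setting that was chosen after seeing the values. For *ap2-o2* schizonts the paper has about 44 in Fig. 4B, read by eye, against 1 here, and of the alternatives only a single edgeR fit over all schizont libraries, with 41, closed the gap. For *ap2-o3* schizonts it has about 32 in Fig. 4B, read by eye, against 0 here with 81 genes at an unadjusted p under 0.05, and DESeq2's Wald test, with 28, and the single fit, with 30, closed the gap while the others did not. In *ap2-o* gametocytes the paper has about 16 in Fig. 4B, read by eye, against 1 here. None of the alternatives set before the data were examined closed this gap, and DESeq2 with the replicate block, which was chosen after seeing the values, gave 11. The paper has about 190 for *ap2-o2* gametocytes in Fig. 4B, read by eye, against 5 here, and about 440 for *ap2-o3* gametocytes in Fig. 4B, read by eye, against 0 here with 707 genes at an unadjusted p under 0.05. For both, DESeq2's Wald test alone closed the gap, with 235 and 373 genes. In ookinete cultures the paper has about 68 genes shared by the 3 mutants in Fig. 4B, read by eye, against 30 here, and DESeq2's Wald test alone closed this gap, with 66.

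The paper gives 5% to 15% of DE genes for the 3 ookinete mutants, against 8.58% to 22.8% here. At the lower end, the percentage came within 1.5 times the paper's without *ap2-o3* replicate 2 (7.08%), without *ap2-o3* replicate 3 (3.66%) and without wild-type replicate 3 (5.98%). At the upper end, where the value with all libraries was just beyond this limit, it was so with no filter on low counts (22.3%), without *ap2-o* replicate 2 (21.2%) or 3 (20.2%) and without wild-type replicate 1 (20.4%), 2 (22.3%) or 3 (20.7%). The other alternatives came within it at neither end. The paper's smallest cluster has 9 genes and the smallest here 2, and DESeq2's size factors alone closed the gap, with 8. Cluster 38 has 61 genes in the paper and 33 here, where ward.D2 alone closed the gap, with 47. Cluster 40 has 100 genes in the paper and 196 here, where DESeq2's size factors alone did, with 128. Cluster 34 has 104 genes in the paper and 48 here, where ward.D2, with 96, and DESeq2's size factors, with 84, did and the other alternatives did not.

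The log2 fold change of *ap2-o* in *ap2-o* schizonts is -8.20 in the paper's Data S2 and -9.15 here. It was -8.47 with all 6 wild-type libraries, -8.76 without *ap2-o* replicate 1 and -8.67 without wild-type replicate 1, which closed the gap, and the other alternatives did not. None of the alternatives closed the gap for the other 7. These are *ap2-o2* in *ap2-o2* schizonts (the paper's -8.57 against -9.77 here), *ap2-sp* in *ap2-sp* schizonts (the paper's -4.78 against -6.43), *ap2-o* in *ap2-o* gametocytes (the paper's -7.88 against -9.62), *ap2-o2* in *ap2-o2* gametocytes (the paper's -3.61 against -9.01), *ap2-o* in *ap2-o* ookinetes (the paper's -7.50 against -8.16), *ap2-o2* in *ap2-o2* ookinetes (the paper's -8.18 against -9.13) and PBANKA_122880 in *ap2-o2* gametocytes (the paper's 4.57 against 5.94).

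The paper places P48/45, and in Figure 5 also P230, MISFIT and NEK3, in clusters of genes upregulated in *ap2-o2* or *ap2-o3* gametocytes. Their log2 fold changes were 0.27, 1.00, 0.57 and 0.33 in *ap2-o2* and 0.60, 1.40, 0.75 and 1.00 in *ap2-o3*, all of them rises, and none passed the thresholds without a block. With the replicate block, P230 in *ap2-o3* was at 1.49 with an adjusted p of 0.0034 from edgeR, higher in 3 of 3 pairs, and passed, while the others did not. It describes P25, P28 and DMC1 as not downregulated in *ap2-o3* ookinete cultures. DMC1 passed there at 1.18, and P25 and P28, at 0.64 and 0.20, did not. The paper describes *csp* transcripts as abundant in *ap2-g2* schizonts. The log2 fold change of *csp* was 3.99 and did not pass, with an adjusted p of 0.043 from edgeR. It gives the genes raised in *ap2-sp* schizonts as those of macrogametocytes. Of 41 genes with axoneme or motor annotation that are higher in wild-type gametocytes, 36 were higher in *ap2-sp* as well, and 15 passed. That group was not chosen by sex, so that these values do not show a rise of male genes.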

Other observations

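The tests on replicate 2 of *ap2-g2*, on *ap2-sp3* and on wild-type gametocyte replicate 2 were chosen only after the result was seen, and so were the comparisons of *ap2-sp* with wild-type gametocytes and the direction of gametocyte genes between the wild-type sets. The tests on the means of the wild-type sets, on axoneme genes in *ap2-sp*, on clusters 1 to 19 and on Data S5 were chosen before.

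Replicate 2 of *ap2-g2* schizonts had *ap2-g2* at the level of wild-type. An exchange with another library of set A does not account for this, since 0 of the libraries of other strains had fewer reads of *ap2-g2* than 10% of the lowest wild-type library. Nor do wild-type parasites in place of the mutant, since the median log2 ratio of the cluster 9 genes to wild-type was 2.06 in this replicate, against -0.29 to 0.39 in the wild-type libraries. It was 0.77 lower than in the lower of the other replicates (a difference of -0.77, from 2.84 and 3.00). A mixed sample of mutant and wild-type parasites gives a smaller rise of these genes, but it does not account for the reads of *ap2-g2*. They reached 86.6% of the highest wild-type library and 129% of the wild-type mean, while the cluster 9 genes give a share of 48.3% to 54.5% of wild-type parasites against replicates 1 and 3. The mean of the gametocyte genes was also lower in this replicate, at 3.55, than in replicates 1 and 3, at 4.63 and 4.29, but it was also lower in replicate 2 than in replicates 1 and 3 of the other mutants of set A. None of the 3 explanations tested accounts for this library. A mixture with a line other than wild-type was not tested, and the cause of these reads remains open. In *ap2-sp3* schizonts the deleted gene was not reduced in any replicate. An exchange with another line does not account for this, since 0 libraries of the other lines of set B had fewer reads of it than 10% of the lowest wild-type library. Where in the gene the reads lie was not tested, and no biological explanation was tested.

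Without a replicate block, few genes passed in gametocytes. Without wild-type replicate 2, 0 genes passed in *ap2-o3* gametocytes, with 715 at an unadjusted p under 0.05, and 90 passed in *ap2-o2* in place of 5. Replicate 2 of these mutants, whose deviations were correlated with those of wild-type replicate 2 at r = 0.91 in *ap2-o2* and 0.90 in *ap2-o3*, stayed in, so that the low counts cannot be told apart from an effect of these libraries. The wild-type schizonts of the 2 sets differed in 32 genes, 5 of them higher and 27 lower in set B. With DESeq2's Wald test the directions were nearly balanced, with 176 genes higher and 202 lower in set B. The means of the gametocyte genes, 4.31 ± 0.61 in set A and 4.51 ± 0.57 in set B (SD, n = 3 each), differed by 0.206, and of the 32 genes 24 were gametocyte genes against the schizonts of at least 1 set and 3 against those of both. The first of these counts also rises with the difference between the sets itself. All 24, and so the 3 among them, were lower in set B, with log2 fold changes of -2.47 to -9.04, although the mean of the gametocyte genes was not lower there. Among clusters 1 to 19 of Data S3, clusters 15 and 17 had the highest median log2 ratios of set B to set A, at 1.68 and 1.27. Clusters 10 and 1 had the lowest, at -3.88 and -0.87. The difference in the means is within the spread between replicates and shows nothing by itself. A gene that is low in set B enters the list against set B for that reason. The direction of the 24 genes is therefore partly set by their selection and cannot decide whether gametocyte content accounts for them. Only for the 3 genes on both lists does the direction argue against gametocyte content. Of Data S2, the log2 fold changes of the 11 schizont comparisons correlated at r = 0.994 to 0.998 with those computed here from the wild-type libraries of the same set, at -0.135 to 0.853 with those from the other set and at 0.263 to 0.965 with those from all 6.

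More gametocytes of both sexes in the cultures were weighed as a hypothesis for the rise of gametocyte genes in *ap2-sp* schizonts. The 41 genes with axoneme and motor annotation that are higher in wild-type gametocytes had a median log2 fold change of 1.21, with 36 of 41 higher. The 4 genes of macrogametocytes named in Figure 5 had a median of 3.13. Wild-type gametocytes, against the same wild-type schizonts of set B, had medians of 2.11 for the axoneme genes and 3.25 for the 4 genes. The median difference of *ap2-sp* schizonts from wild-type gametocytes was -1.04 for the axoneme genes and -0.15 for the 4 genes, 3 of which had a higher CPM in *ap2-sp* schizonts than in wild-type gametocytes. Read as a share of wild-type gametocytes in CPM, the axoneme genes gave medians of 27.0% to 34.7% in the 3 *ap2-sp* libraries and the 4 genes 106% to 149%, at least 71.7 percentage points apart. More gametocytes of both sexes in equal measure do not give both values. The axoneme genes were not chosen by sex, so that their share does not measure male gametocytes. The paper names the 4 genes for a cluster that rises in this mutant, so that they do not decide for female genes in general, and the rise of the axoneme genes by itself cannot be told apart from more gametocytes. The paper states that gametocyte numbers were not increased in this mutant.

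Across clusters 1 to 19 of Data S3, the median log2 ratio of wild-type schizonts of set B to those of set A was compared with that of the mutants *ap2-o4*, *ap2-sp2*, *ap2-sp3*, *ap2-l* and PBANKA_131970 to *ap2-o2* and *ap2-o3*. The correlation was r = 0.420 (permutation test, p = 0.077) and rho = 0.705 (permutation test, p = 9.8e-04), and r = 0.909 without the 2 farthest clusters. The coefficients fall on different sides of 0.05, so that the clusters cannot be told apart from a difference between the sequencing sets.

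Of the 16 genes of cluster 9, 14 are listed in the readable part of Data S5 for the double mutant of *ap2-g* and *ap2-g2*, and 0 of these 14 had another direction there than in *ap2-g2* schizonts. Their median log2 ratio was 2.05 in the double mutant and 3.09 in *ap2-g2*. The cluster was formed from profiles that include *ap2-g2* schizonts, so that only the direction in the double mutant could have come out otherwise. Across the 1987 genes listed in both, the correlation was r = 0.107 and rho = 0.114. The paper presents its double mutant values as the effect of losing *ap2-g2* in a line that already lacks *ap2-g*. Those of *ap2-g2* here are against wild-type, whose cultures contain gametocytes. The references thus differ, so that neither the correlation nor the medians compare the same effect. Libraries of the double mutant were not analysed here.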
